# Homeostatic plasticity in the retina is associated with maintenance of night vision during retinal degenerative disease

**DOI:** 10.7554/eLife.59422

**Published:** 2020-09-22

**Authors:** Henri Leinonen, Nguyen C Pham, Taylor Boyd, Johanes Santoso, Krzysztof Palczewski, Frans Vinberg

**Keywords:** homeostatic plasticity, sensory systems, eye, retina, retinal degeneration, vision, Mouse

## Abstract

Neuronal plasticity of the inner retina has been observed in response to photoreceptor degeneration. Typically, this phenomenon has been considered maladaptive and may preclude vision restoration in the blind. However, several recent studies utilizing triggered photoreceptor ablation have shown adaptive responses in bipolar cells expected to support normal vision. Whether such homeostatic plasticity occurs during progressive photoreceptor degenerative disease to help maintain normal visual behavior is unknown. We addressed this issue in an established mouse model of Retinitis Pigmentosa caused by the P23H mutation in rhodopsin. We show robust modulation of the retinal transcriptomic network, reminiscent of the neurodevelopmental state, and potentiation of rod – rod bipolar cell signaling following rod photoreceptor degeneration. Additionally, we found highly sensitive night vision in P23H mice even when more than half of the rod photoreceptors were lost. These results suggest retinal adaptation leading to persistent visual function during photoreceptor degenerative disease.

## Introduction

Neurons and neural networks require mechanisms for maintaining their stability in the face of numerous perturbations occurring over a lifetime. Homeostatic plasticity is the process whereby the activity of the neuron or neural network is maintained (Burrone, 2003; Turrigiano, 2012). Homeostatic plasticity is a relatively new concept first described in the central nervous system in 1998 (Turrigiano et al., 1998). Since then various homeostatic plasticity mechanisms have been reported in different regions of the brain, including the hippocampus and somatosensory and visual cortices, using in vivo models and ex vivo and in vitro preparations (Gainey and Feldman, 2017; Turrigiano, 2012; Turrigiano, 2017). As examples, binocular visual deprivation triggers compensatory synaptic changes in the primary visual cortex leading to the stabilization of spiking activity (Desai et al., 2002; Goel et al., 2006; Goel and Lee, 2007), and stroke can trigger homeostatic plasticity that is thought to compensate for neural damage and play an important role in early phase rehabilitation (Murphy and Corbett, 2009). Homeostatic plasticity counteracts insufficient activity in neural synapses (Burrone, 2003; Turrigiano, 2012), but it also works to prevent saturation of synapses that could be caused by positive feedback mediated by Hebbian plasticity, which is better known for its role in experience-dependent plasticity, learning and memory (Abraham and Bear, 1996).

The neural retina of the eye is considered relatively stable both structurally and functionally after postnatal development. Still, remodeling of the retina in response to photoreceptor degenerative diseases is well established. Retinal remodeling often has been described as a maladaptive process that can exacerbate the disease and impede treatment strategies designed to rescue light responsiveness of the retina (Fariss et al., 2000; Jones and Marc, 2005; Marc and Jones, 2003b; Telias et al., 2019; Toychiev et al., 2013). It involves formation of ectopic synapses and expression of disruptive spontaneous oscillatory activity in the post-receptoral inner retina during photoreceptor degenerative disease (Goo et al., 2011; Haverkamp et al., 2006; Margolis et al., 2008; Michalakis et al., 2013; Stasheff, 2008; Toychiev et al., 2013; Tu et al., 2015). In contrast, recent evidence supports adaptive rather than solely destructive neural changes. For example, dendritic compensatory synapse formation occurs in retinal bipolar cells when various retinal cells, including rod and cone photoreceptors, have been ablated (Beier et al., 2017; Beier et al., 2018; Care et al., 2019; Johnson et al., 2017; Shen et al., 2020). These studies suggested that rod or cone bipolar cell dendrites can extend their arbors and form new synapses with their correct targets (i.e. rod and cone photoreceptor cells) either within their normal territory or sometimes outside of their normal dendritic field to compensate for the reduced number of photoreceptor cells. On the other hand, the most recent of such studies showed functional compensation without any observable anatomical changes in rod bipolar cells even after ablation of ~50% of rods in adult mice (Care et al., 2020). These homeostatic changes could help maintain retinal output and vision at or near normal levels. It is likely that the mechanisms, onset and time course of degeneration as well as the cell types in question all contribute to remodeling in the retina, and whether it will have a supportive or deleterious effect on vision. Thus, it will be critical to determine the nature of remodeling and plasticity under various conditions of retinal degeneration.

Whether homeostatic plasticity is present during a progressive retinal degenerative disease is unknown. We hypothesized that an inherited photoreceptor degenerative disease that progresses in a moderate manner would promote homeostatic plasticity supporting normal vision. We tested this hypothesis using an established mouse model of the most common form of Retinitis Pigmentosa (RP) caused by a dominant P23H mutation in the rod visual pigment, rhodopsin (Sakami et al., 2014; Sakami et al., 2011). By conducting whole retinal RNA-sequencing, in vivo and ex vivo electrophysiology, as well as behavioral experiments in diseased and control mice during the course of disease progression, we demonstrate that rod photoreceptor degeneration triggers homeostatic plasticity and the potentiation of rod–rod bipolar cell signaling that is associated with the maintenance of highly sensitive scotopic vision. This type of compensatory mechanism may explain why patients with inherited retinal diseases can maintain normal vision until a relatively advanced disease state is reached and could inspire novel treatment strategies for blinding diseases.

## Results

### Progression of retinal degeneration and functional decline in heterozygous P23H mice

Retinal remodeling following photoreceptor cell death has been observed in a number of genetic and induced animal models of retinal degeneration (Beltran, 2009; Chang et al., 2007a; LaVail et al., 2018; Petersen-Jones, 1998; Ross et al., 2012), as well as in postmortem human eye specimens from patients with retinitis pigmentosa (RP) or age-related macular degeneration (AMD) (Fariss et al., 2000; Jones et al., 2016a; Jones et al., 2016b; Li et al., 1995). In the current study, we utilized a well-established mouse model of autosomal dominant RP (Sakami et al., 2014; Sakami et al., 2011), caused by a heterozygous P23H mutation in the rhodopsin gene (*Rho^P23H/WT^*). These mice will be referred to in this report as P23H mice. We started by confirming the suitability of this model for our study, focusing on rod-mediated retinal signaling and night vision. We followed structural changes of the retina by standard histology and optical coherence tomography (OCT) imaging, and confirmed that the outer nuclear layer (ONL) where the photoreceptor nuclei reside, and the inner and outer segments (IS and OS, respectively) of rod and cone photoreceptors progressively degenerated, while inner retinal layers appeared to remain anatomically intact (Figure 1A–G). In mice, the thickness of the ONL correlates with the number of surviving rod photoreceptors. We found 20%, 60% and 73% decreases in central retinal ONL thickness at 1-, 3- and 5 months of age, respectively, in P23H mice compared to WT littermates (Figure 1H). Next, using in vivo electroretinography (ERG) we tested the light-activated mass electrical response arising from the retina. We analyzed the a-wave of the fully dark-adapted retina, which is primarily a rod-dominant response with a minute contribution from cones. The dark-adapted a-wave showed an almost 50% suppression in P23H mice by 1 month of age (Figure 1I,J) consistent with an earlier study by Sakami et al., 2011.

**Figure 1.**
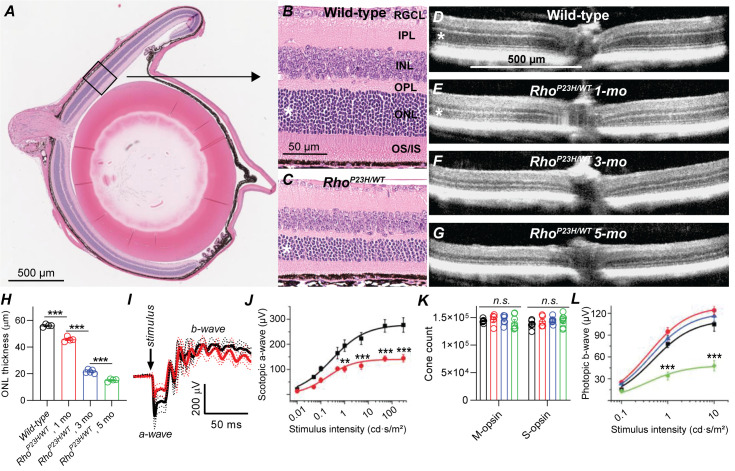
Characterization of retinal degeneration progression in heterozygote P23H rhodopsin-mutated mice. (**A**) Representative histology image of a wild-type (WT) mouse eye. (**B–C**) Representative magnified histology images of 1-month-old WT (**B**) and P23H (**C**) dorsal retinas. Asterisks mark the ONL, i.e. photoreceptor nuclei layer. RGCL, retinal ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer (the site of photoreceptor-bipolar cell synapse); IS/OS, photoreceptor inner and outer segments. (**D–G**) Representative optical coherence tomography images. (**H**) ONL thickness analysis from central retina (WT, black, n = 4; P23H one mo, red, n = 4; P23H three mo, n = 5; P23H five mo, green, n = 4 mice). (**I**) Scotopic ERG waveforms in response to 100 cd•s/m2 flash in 1-month-old WT (black) and P23H (red) mice (WT, black, n = 4 (8); P23H, red, n = 4 (8) mice(eyes)). (**J**) ERG a-wave amplitude analysis at 1 month of age. (**K**) Total M- and S-opsin counts in whole mount retinas (WT, black, n = 6; P23H one mo, red, n = 5; three mo, blue, n = 6; five mo, green, n = 7 mice) (**L**) Photopic ERG b-wave amplitude analysis (WT, black, n = 6 (12); P23H one mo, red, n = 8 (16); three mo, blue, n = 7 (14); five mo, green, n = 5 (10) mice(eyes)). Bonferroni post hoc tests: *p<0.05, **p<0.01, ***p<0.001. Figure 1—source data 1.Average central ONL thickness (H), scotopic ERG a-wave amplitude (J), whole retina M- and S-cone count (K) and photopic b-wave amplitude (L) for individual mice.

**Figure 1—figure supplement 1.**
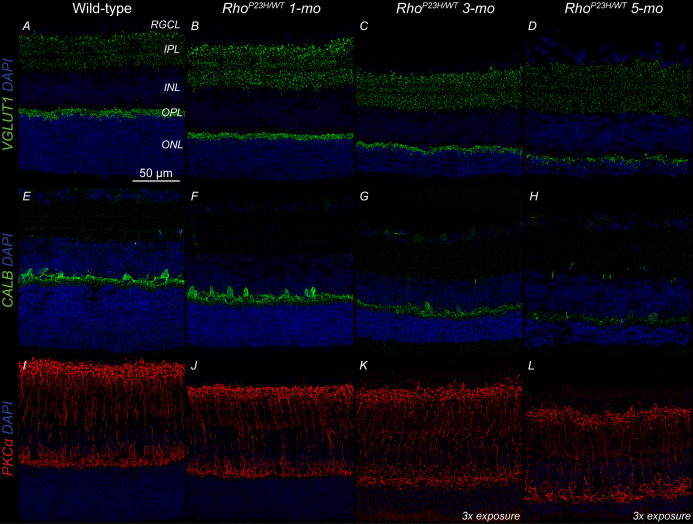
Progressive outer retina degeneration in P23H mice. (**A–D**) Vesicular glutamate transporter 1 (VGLUT1) staining appears normal at 1-month-old P23H retinas. Instead, VGLUT1 puncta at outer plexiform layer (OPL, the site of photoreceptor-interneuron synapses) is somewhat decreased at 3 months and prominently at 5 months of age. (**E–H**). Horizontal cell marker calbindin shows similar decreasing immunoreactivity pattern as VGLUT1. (**I–L**) Rod bipolar cell (RBC) marker protein kinase C alpha (PKCα) shows normal macrostructure up to 3 months of age; however, immunoreactivity is clearly decreased (note, images K-L were obtained with three times higher exposure time compared to I-J). At 5 months of age, the RBC somata appear less in density. Three biological replicates per group were inspected. All images have the same size and aspect ratio.

Cone cells comprise only 3% of the photoreceptor population in pigmented mice. Therefore, the experiments just described lacked the necessary sensitivity to evaluate cone cell survival. To investigate the fate of cone cells in P23H mice, we used an immunohistochemical approach to determine the number of cone cells and light-adapted, cone-dominant ERG recordings to assess their functional status. The total count of short- and medium-wavelength sensitive S- and M-cones, respectively, remained constant even at 5 months of age, the oldest time point tested (Figure 1K). ANOVA analysis revealed a modest but statistically significant (F_1,12_=5.25, p=0.04) increase in the photopic ERG amplitude in P23H mice compared to WT littermates at 1 month of age, which continued at 3 months of age (Figure 1L). However, cone function started to decline thereafter, and at 5 months of age the photopic ERG amplitudes significantly decreased in P23H mice.

Next, using eyecup cryosections and antibody staining, we evaluated the integrity of the synapse site between photoreceptors and bipolar cells, the outer plexiform layer (OPL, Figure 1—figure supplement 1). We stained rod bipolar cells by anti-protein kinase C α (PKCα), horizontal cells by anti-calbindin, and photoreceptor synaptic terminals by anti-vesicular glutamate transporter 1 (VGLUT1) antibodies. PKCα and calbindin staining patterns and intensities appeared unchanged in 1-month-old P23H retinas compared to WT littermates. Instead, immunoreactivity of both these markers decreased with disease progression until 3- and even more until 5 months of age. VGLUT1 staining revealed slight thinning of the OPL already at 1 month of age in P23H mice, and this degeneration progressed with aging.

Finally, we performed anti-C-terminal-binding protein 2 (CtBP2) and anti-metabotropic glutamate receptor 6 (mGluR6) double-staining and optical sectioning fluorescence imaging with high magnification to show pre- and postsynaptic terminals, respectively, at the OPL in 1-month-old retinas (Figure 2). We observed intact morphology and density of the pre- and postsynaptic terminals, but the count of synapses was decreased by ~20% in P23H retinas. This is likely attributable to the overall thinning of the OPL.

**Figure 2.**
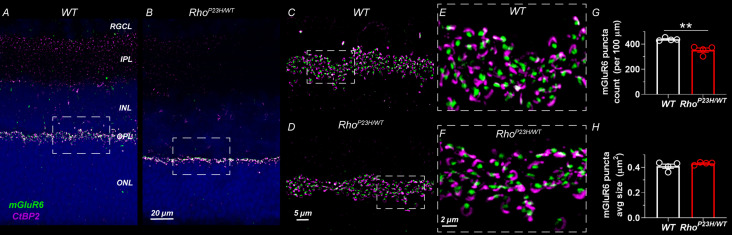
Decreased number of photoreceptor-bipolar cell synapses in 1-month-old P23H mouse retinas. (**A**) Representative sections of wild-type and (**B**) P23H mouse retinas stained with mGluR6 (green) and CtBP2 (magenta) antibodies that stain the postsynaptic and presynaptic compartments at the photoreceptor-bipolar cell synapse, respectively. Images A and B were acquired with 40x objective. Dashed line boxes show where images **C-D** acquired with 100x objective were taken. **E** and **F** are 3x digital zoom images from **C-D** (dashed line boxes show zoomed location). The photoreceptor-to-bipolar cell synapses show normal appearance in P23H retinas; however, the count is moderately decreased as shown in graph **G**. (**H**) Average mGluR6 puncta size is comparable in WT and P23H retinas. Four biological replicates and five technical replicates in each were inspected per group. mGluR6 puncta parameters were averaged of five technical replicates per sample. T-test: **p<0.01. Figure 2—source data 1.Average mGluR6 puncta count per 100x30 μm^2^ counting window (G) and average mGluR6 puncta size (H) for individual mice.

These data demonstrate that rod photoreceptors in the P23H mouse model of RP are preferentially targeted in the early stage of disease and that the loss of these rod photoreceptors occurs at a moderate rate (Figure 1). The loss of rods is accompanied with a modest decrease of photoreceptor-to-bipolar cell synapse count but with no change in synaptic morphology at the light microscopy level (Figure 2). Therefore, the model is suitable for investigating the compensatory network changes that arise during progressive rod cell degeneration.

### RNA-sequencing from retinas reveals a robust neural network adaptation in early RP

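Whole retinas of 1-month-old P23H mice and WT littermates were analyzed by bulk RNA-seq, in which the transcripts of rods, cones, inner retinal neurons, glia and vessels are read together. The P23H mice carry 1 mutant and 1 normal copy of Rho, the gene of the rod visual pigment rhodopsin, on chromosome 6 of the mouse genome build mm10 from 115931927 to 115938829. There were 14 libraries, each named for its own mouse, from 7 P23H mice (4 females and 3 males) and 7 WT mice (4 females and 3 males), which the sample labels describe as 30 days old. The methods describe retinas placed in RNAlater before freezing, whereas the labels describe freezing in liquid nitrogen, and the sources used here do not settle which was done. The authors aligned the reads to mm10 with TopHat2 (the submitters' processing notes also name CASAVA and TopHat) and reported expression as FPKM, fragments per unit of gene length and of sequencing depth, for 35275 genes. FPKM multiplied by gene length gave whole numbers of reads in 100% of the values, within a tolerance of 0.01 reads, so the reads behind each value could be recovered. These reads came to 17579181 to 26145560 per library in P23H mice (median 22421087) and 19056642 to 24367052 in WT mice (median 22481908). Rho alone took 1.70% ± 0.0754 (SD, n = 7 mice) of the reads in P23H retinas and 3.13% ± 0.209 (SD, n = 7) in WT retinas. The 20 genes with the most reads took 8.96% ± 0.349 (SD, n = 7) and 11.4% ± 0.426 (SD, n = 7), a difference that passed a two-sided exact permutation test (p = 0.000583, the smallest p that 7 mice against 7 allow). FPKM are shares of a library, so a fall in abundant rod transcripts raises the FPKM of all other genes. Genotypes were compared with limma on log2(FPKM + 0.1) over the genes with at least 0.5 FPKM in at least 7 libraries, and sexes over those with at least 0.5 FPKM in at least 3, with the Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. Fold changes are on that log2 scale, which understates the change of genes with low FPKM. The genotype comparison was repeated after scaling the libraries by the median of gene ratios, by the size factors implied by Supplementary files 3 and 4, and by the mean of 45 amacrine, ganglion and horizontal cell markers. The gene lists were written from textbook knowledge before the data were examined. Each of 64 lists was set against all other tested genes with camera, a gene set test of limma (two-sided, preset correlation of 0.01 between genes, adjusted over the 64 lists). The sources used here do not say whether reads were counted by strand, so a gene that overlaps another on the opposite strand could not be told from it.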

We initially used RNA-sequencing (RNA-seq) to determine whether the transcriptomic profile of the retina changed in a manner that might provide functional adaptation in response to rod photoreceptor degeneration. Because at 1 month the P23H mouse retina has matured but has not yet degenerated severely, we believed this period would be optimum for RNA-seq analysis (Figure 1H). 

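Edn2, the gene of the secreted peptide endothelin-2, was at 4.91 ± 0.894 FPKM (SD, n = 7 mice) in WT retinas and at 100.9 ± 10.6 FPKM (SD, n = 7) in P23H retinas. This is a log2 fold change of 4.35 (standard error 0.11, adjusted p = 1.15e-13 from limma with the Benjamini-Hochberg adjustment), and the gene lies on chromosome 4 of mm10 from 120161206 to 120167360. Bcl3, a nuclear regulator of NF-kappa B, rose by a log2 fold change of 4.09 (adjusted p = 1.45e-09), and C4b, a component of the complement cascade, rose by 3.45 (adjusted p = 6.70e-11). The other rises among the 10 largest were in Gm16174 (4.39), Gm12802 (4.17), 9130015L21Rik (3.76), Tnnt2, the cardiac form of troponin T (3.76), Lad1, an anchoring filament protein of basement membranes (3.73), Fgf2os (3.54) and Pcolce, an enhancer of procollagen processing (3.29). The largest fall was in Glb1l3, a relative of the beta-galactosidase gene on chromosome 9 from 26817953 to 26860823, from 4.22 ± 0.747 FPKM (SD, n = 7) in WT retinas to 0.407 ± 0.0939 FPKM (SD, n = 7) in P23H retinas (log2 fold change −3.10, standard error 0.13, adjusted p = 3.40e-11). Hdc, the enzyme that makes histamine, fell by 1.95, Knstrn, a protein of the mitotic spindle, by 2.04, and Wdr63, a protein of axonemal dynein, by 1.48 on the log2 scale. Gm14091, Gm16055, Gm11754, Dleu7, Gm7616 and Gm12996 made up the rest of the 10 largest falls, with log2 fold changes from −2.33 to −1.39. Gm16174 lies opposite Bcl3, Gm14091 opposite Knstrn, Fgf2os opposite Fgf2, Gm12802 opposite Tceanc2, Gm16055 opposite Gm16039, Gm7616 opposite Nr2e3 and Dleu7 opposite Rnaseh2b, so their values are uncertain. Rho itself fell from 9681 ± 645 FPKM (SD, n = 7) to 5261 ± 233 FPKM (SD, n = 7), a log2 fold change of −0.88 (standard error 0.062, adjusted p = 1.79e-08).
Of 15140 tested genes, 4817 were higher and 1343 were lower in P23H retinas. Most of these changes were small, with a median log2 fold change of 0.25 among the higher and −0.29 among the lower genes, and 247 higher and 50 lower genes changed by at least 1 on the log2 scale. In 2371 of the called genes the FPKM of the P23H mice and of the WT mice did not overlap, which chance gives in 0.0583% of genes. The share of higher genes among those called depended on the scaling of the libraries: it was 78.2% for FPKM as deposited, 46.7% (2276 higher and 2596 lower) with the median of ratios, 46.7% (2277 and 2595) with the size factors of Supplementary files 3 and 4, and 25.4% (1359 and 3992) with the inner neuron markers. The median log2 fold change of all tested genes was 0.086, −0.0065, −0.0064 and −0.071 in that order, and 1355 genes were higher and 1343 were lower under all 4 scalings. The other scalings moved the fold changes down, which favors calls of lower genes, so that keeping these calls is no separate evidence for them. The median of ratios and the size factors gave nearly the same counts and are not 2 independent checks.

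**Figure D1:**
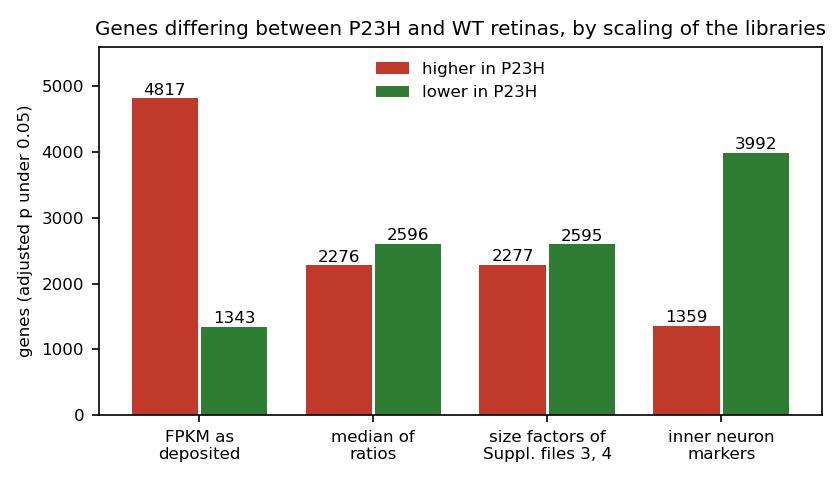
Number of genes (vertical axis) higher (red) and lower (green) in P23H than in WT retinas at an adjusted p under 0.05 from limma, 7 mice per genotype, for FPKM as deposited and for 3 other scalings of the libraries. The higher genes fall from 4817 to 1359 and the lower genes rise from 1343 to 3992 between the scalings at the left and at the right end.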

We found 2721 downregulated and 2683 upregulated genes in P23H mice compared to WT littermates (Figure 3A). 

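Nearly all genes that differed between female and male retinas lay on the X or Y chromosome. Xist, the noncoding RNA that silences an X chromosome in females, was at 142 ± 10.5 FPKM (SD, n = 4 mice) in P23H females and 0.0314 ± 0.0248 FPKM (SD, n = 3) in P23H males, and at 134 ± 11.3 FPKM (SD, n = 4) in WT females and 0.0478 ± 0.0289 FPKM (SD, n = 3) in WT males. The Y-linked genes Ddx3y, Uty, Kdm5d, Eif2s3y, RP24-540G19.3 and RP24-208N6.2 were called in both genotypes and stayed at or near 0 FPKM in females. Ddx3y, an RNA helicase, was at 19.2 ± 0.404 FPKM (SD, n = 3) in P23H males and 18.3 ± 0.620 FPKM (SD, n = 3) in WT males. The X-linked genes Kdm6a, Eif2s3x, Kdm5c, Pbdc1 and Ddx3x were higher in females. Genes such as Kdm6a, Eif2s3x and Kdm5c are known to escape X inactivation. The log2 fold change of Kdm6a, a histone demethylase, was 0.79 in P23H and 0.79 in WT retinas (adjusted p = 1.02e-06 and 1.07e-06 from limma), and that of Eif2s3x was 0.71 and 0.61 (adjusted p = 1.64e-06 and 1.37e-05). Of 15996 genes tested with limma in a model of all 4 groups, 14 differed between the sexes in P23H retinas and 12 in WT retinas, and 12 were called in both. At an unadjusted p under 0.05 there were 535 and 555. The other genes called in P23H retinas were 5530601H04Rik on the X chromosome, with a log2 fold change of females over males of 0.65 in P23H (adjusted p = 0.0149) and 0.52 in WT (adjusted p = 0.139), and Mpc1-ps on chromosome 12, a pseudogene that may share reads with its parent gene, with −0.68 in P23H (adjusted p = 0.0149) and −0.040 in WT (adjusted p = 1.00; interaction term −0.64, adjusted p = 0.999). Neither was called without P23H mouse 11_1, 11_2, 12_4 or 12_8, 5530601H04Rik was not called without 12_1, and Mpc1-ps was not called without 14_3. In WT retinas Ddx3x was not called without WT mouse 12_3 or 13_1, with the name prefix as a block or without a mean trend, and RP24-208N6.2 was not called with a pseudocount of 1 or 0.01 FPKM or with the name prefix as a block. In P23H retinas RP24-208N6.2 was not called with a pseudocount of 0.01 FPKM, Mpc1-ps with the name prefix as a block, and neither Mpc1-ps nor 5530601H04Rik without a mean trend. With only the 7 libraries of a genotype in the fit, Pbdc1 and 5530601H04Rik were lost in P23H retinas, and Pbdc1, Ddx3x and RP24-208N6.2 in WT retinas, where 9 genes were called. The genotype difference itself differed between the sexes for 0 genes by the interaction term of limma, and for 604 genes at an unadjusted p under 0.05.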

There were few differentially expressed genes between sexes, unrelated to disease (Supplementary files 1 and 2), and therefore we pooled samples from both genders in the remainder of the analyses.

**Figure 3.**
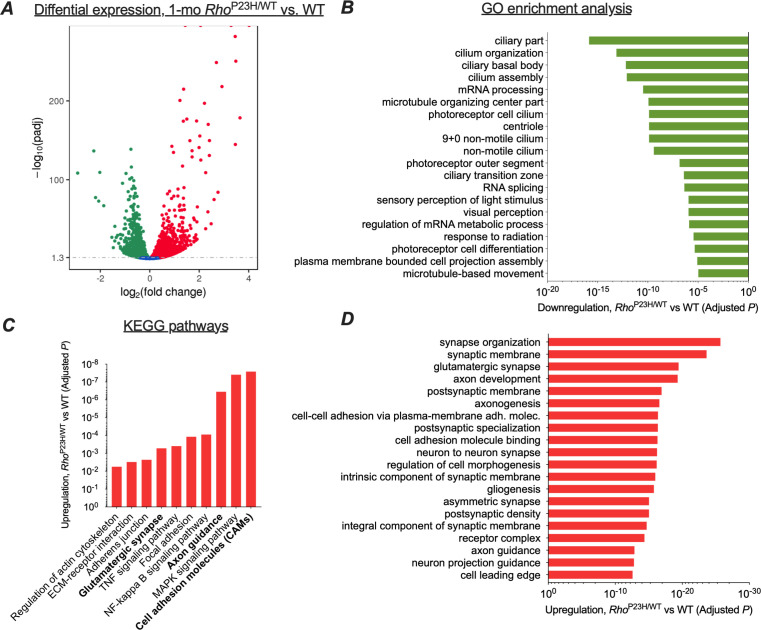
Transcriptomic analysis shows neural network adaptation to rod death in early stage retinitis pigmentosa. RNA-sequencing was performed from whole retinal extracts at 1 month of age in P23H mice (n = 7) and WT (n = 7) littermates. (**A**) A total of 5404 transcripts showed differential expression (downregulation, green; upregulation, red) between P23H and WT retinas. (**B**) Gene ontology (GO) term analysis shows expected downregulation in photoreceptor-dominant gene clusters. (**C**) KEGG analysis shows significant enrichments in cell/neuron adhesion and growth pathways, glutamatergic synapse formation and several pathways associated with both cell stress and synaptic plasticity. (**D**) GO term analysis illustrates the most significant upregulation in synaptic and neural development and growth pathways in P23H retinas.

**Figure 3—figure supplement 1.**
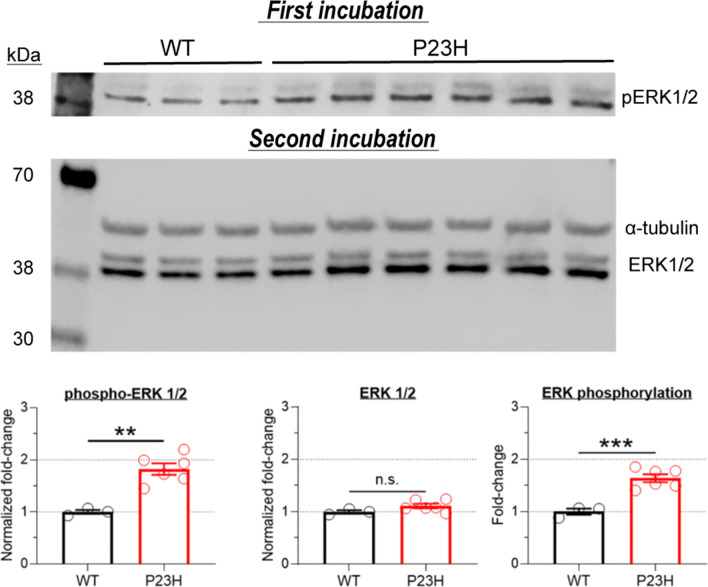
Activation of mitogen-activated protein kinase (MAPK) pathway in P23H retinas. Samples were collected at 1 month of age. Phospho-ERK was first detected using 680 nm fluorescence acquisition. The same membrane was incubated a second time using anti-ERK and anti α-tubulin (loading control) antibodies and detected using 800 nm fluorescence acquisition. MAPK activation is indicated by the increased ERK phosphorylation level. T-test: **p<0.01, ***p<0.001. Figure 3—figure supplement 1—source data 1.Immunoblot band intensities for a-tubulin, ERK1/2 and phospho-ERK1/2.

**Figure 3—figure supplement 2.**
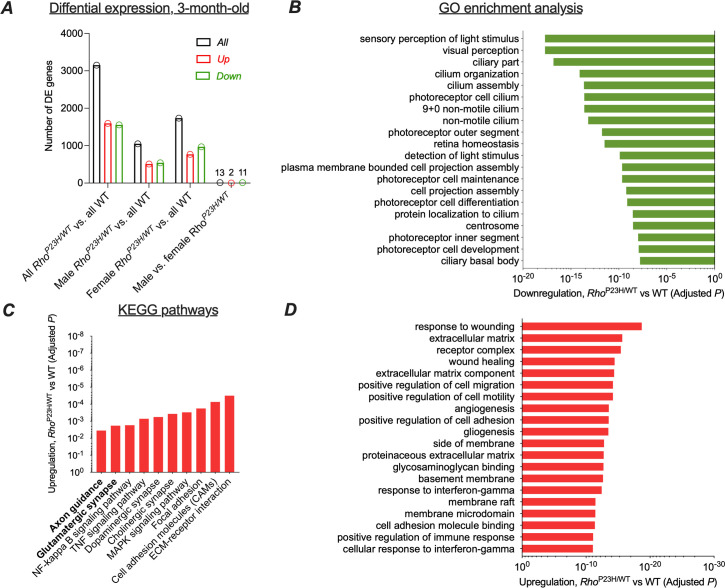
Response to cell stress overwhelms retinal transcriptomic pathway regulation in intermediate stage retinitis pigmentosa. Whole retinal extracts from 3-month-old P23H (n = 4) and WT (n = 3) littermate mice were used. (**A**) Number of differentially expressed genes with an adjusted p<0.05 as a threshold criterion. (**B**) GO pathway analysis shows progressed downregulation in photoreceptor function-dominant gene clusters. (**C**) KEGG analysis shows most significant enrichments in extracellular matrix receptor interactions and cell adhesion pathways, and glutamatergic synapse- and axon guidance-associated pathways continue to be significantly upregulated. (**D**) GO pathway analysis reveals strongest pathway regulation associated with cell stress and growth. Note that this is notably different compared to results obtained at early disease state (refer to main Figure 1D).

**Figure 3—figure supplement 3.**
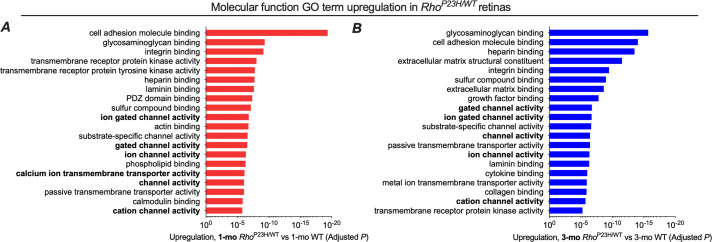
Top 20 list of GO molecular function terms is similar between 1- and 3-month-old retinas. Cell growth-related pathways show the strongest upregulation followed by ion channel activity-associated pathways both at 1-month (**A**) and 3-month-old (**B**) retinas.

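Genes of voltage-gated ion channels were higher in 1-month-old P23H retinas more often than lower. Of 35 voltage-gated potassium channel genes, 22 were higher and 2 lower (26 and 2 when adjusted over the list alone), with a median log2 fold change of 0.20. The largest change among the examples was in Kcng4, a modifying subunit without a current of its own, which rose from 7.86 ± 0.621 FPKM (SD, n = 7 mice) to 16.0 ± 1.496 FPKM (SD, n = 7; log2 fold change 1.01, standard error 0.063, adjusted p = 4.18e-09 from limma with the Benjamini-Hochberg adjustment). Kcnv2, a modifying subunit found in photoreceptors, went the other way (log2 fold change −0.56, adjusted p = 4.10e-10). Of 14 voltage-gated calcium channel genes outside the photoreceptor terminal, 12 were higher and 0 lower (14 and 0 when adjusted over the list alone), among them the auxiliary subunit Cacnb3 (0.30, adjusted p = 4.36e-05) and the channel Cacna1d (0.37, adjusted p = 6.59e-05), which overlaps Dcp1a on the opposite strand. Of 12 voltage-gated sodium channel genes, 7 were higher and 1 lower (10 and 1 when adjusted over the list alone). Scn8a, a sodium channel of axon initial segments, rose from 11.7 ± 0.779 FPKM (SD, n = 7) to 16.4 ± 0.705 FPKM (SD, n = 7; 0.48, adjusted p = 2.97e-07), and Scn4a, the channel known from skeletal muscle, fell by 1.06 on the log2 scale (adjusted p = 7.59e-06). Among 17 inward rectifier and two-pore potassium channel genes, 10 were higher and 1 lower (11 and 1 when adjusted over the list alone). Kcnk1 was higher (0.35, adjusted p = 0.000338), and Kcnj14 fell from 237 ± 10.7 FPKM (SD, n = 7) to 158 ± 9.32 FPKM (SD, n = 7; −0.59, adjusted p = 1.04e-08). Against all other genes, the potassium (camera, adjusted p = 0.00763) and calcium (adjusted p = 0.00182) channel lists were higher, and the sodium (adjusted p = 0.165) and the inward rectifier and two-pore (adjusted p = 0.284) lists did not pass. Neither call held with an estimated correlation (adjusted p = 0.381 with an estimated correlation for potassium and 0.342 for calcium channels). Relative to amacrine, ganglion, horizontal and pan-bipolar cell markers in the same libraries, the members differed by 0.015 (potassium), 0.075 (calcium) and −0.065 (sodium, lower than the markers) on the log2 scale. None of these differences passed exact permutation tests adjusted over 12 lists (adjusted p = 0.493, 0.0839 and 0.145). With the libraries scaled to inner neuron markers, 6 potassium channel genes were higher and 3 lower, and 2 calcium channel genes were higher. Of the sodium and of the inward rectifier and two-pore genes, 1 was higher and 1 lower in each list under that scaling. With the median of ratios 3 were higher and 1 lower in each of these 2 lists.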

**Figure 3—figure supplement 4.**
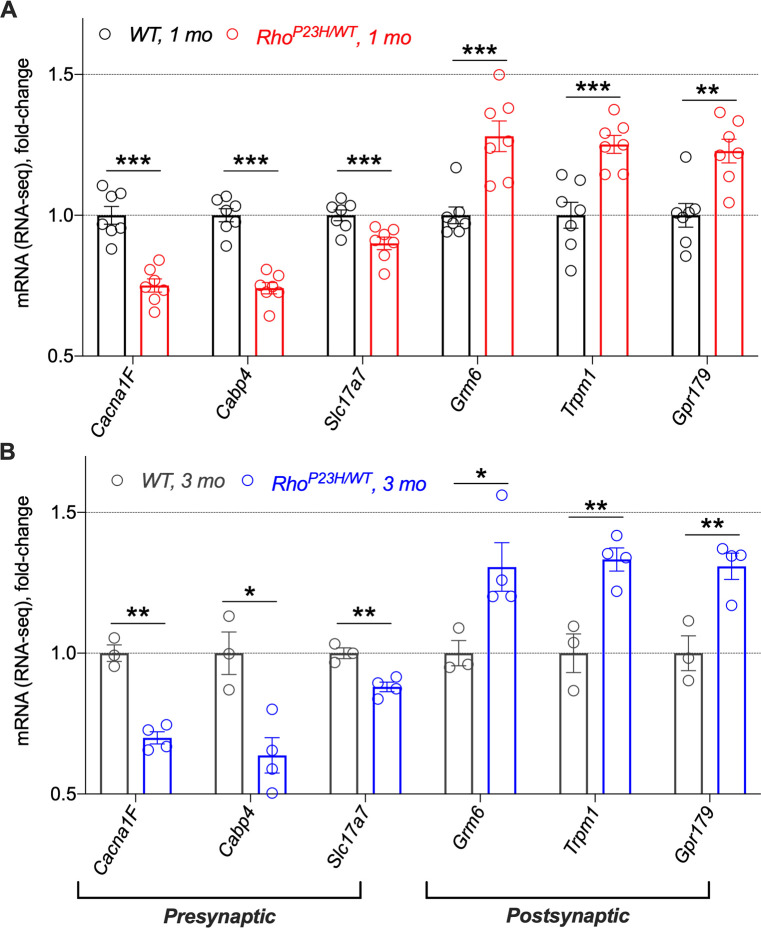
P23H retinas show opposing and persistent mRNA expression regulation in genes required for synaptic transmission in pre- versus postsynaptic sites. EData was obtained from 1-month-old (**A**) and 3-month-old (**B**) mice. Expression levels were obtained from FPKM reads. Data are normalized to WT values at 1.0. Note that the decreased mRNA expression of presynaptic genes is likely a consequence of photoreceptor loss in whole retina extracts. *Cacna1F* encodes Ca_v_1.4 calcium channel, *Cabp4* encodes calcium-binding protein that interacts with Ca_v_1.4, and *Slc17a7* encodes vesicular glutamate transporter vGlut1. *Grm6* encodes metabotropic glutamate receptor 6 (mGluR6), *Trpm1* encodes transient receptor potential cation channel subfamily M member 1, and *Gpr179* encodes an orphan G protein-coupled receptor GPR179. mGluR6, TRPM1 and GPR179 are required for normal depolarization at ON bipolar cells. Multiple comparisons corrected t-tests: *p<0.05, **p<0.01, ***p<0.001.

**Figure 3—figure supplement 5.**
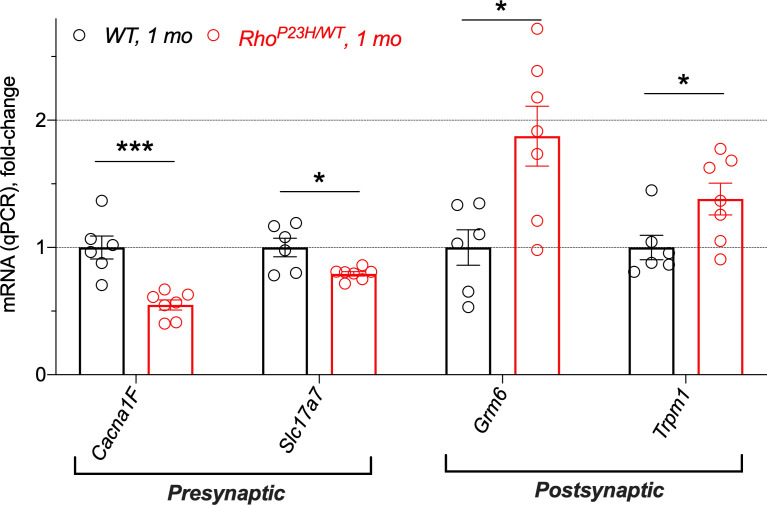
A subset of important gene regulations was confirmed in 1-month-old retinas by qPCR. Expression levels were obtained using the ΔΔCt method. Data is normalized to WT values at 1.0. Multiple comparisons corrected t-tests: *p<0.05, ***p<0.001. Figure 3—figure supplement 5—source data 1.Primary qPCR parameters for each technical and biological replicate.

We used gene ontology analysis (GO) to objectively identify the 20 most downregulated and 20 most upregulated gene classes in P23H mouse retinas based on the p-values. As expected, numerous photoreceptor-specific gene classes were significantly downregulated in P23H mice, such as those related to ciliary structure, phototransduction, and photoreceptor cell differentiation (Figure 3B). In contrast, GO analysis revealed robust increases in gene clusters associated with neural growth and development, encompassing such cellular processes as synapse organization, postsynaptic specialization, glutamatergic synapse formation, axonogenesis, and cell-cell adhesion (Figure 3D). Furthermore, KEGG pathway analysis showed a total of 74 statistically upregulated pathways including those involved in cell adhesion, axon guidance, and glutamatergic synapse processing (Figure 3C). 

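Genes of the rod visual cascade fell together in P23H retinas. Of 21 rod phototransduction genes, 20 were lower and 1 was higher (20 and 1 when adjusted over the list alone), with a median log2 fold change of −0.50. Pde6b, the beta subunit of the rod phosphodiesterase, fell from 590 ± 11.2 FPKM (SD, n = 7 mice) in WT to 381 ± 20.2 FPKM (SD, n = 7) in P23H retinas (log2 fold change −0.63, standard error 0.035, adjusted p = 8.09e-10 from limma with the Benjamini-Hochberg adjustment). Slc24a1, the sodium, calcium and potassium exchanger of rods, fell by 0.66 on the log2 scale (adjusted p = 7.57e-11), and Rgs9bp, which anchors a deactivating protein of transducin, by 0.63 (adjusted p = 6.00e-09). Pde6a, the other catalytic subunit, fell by 0.49 (adjusted p = 2.44e-08). The exception was Sag, the rod arrestin that ends the light response, at 931 ± 32.0 FPKM (SD, n = 7) in WT and 1092 ± 119 FPKM (SD, n = 7) in P23H retinas (log2 fold change 0.22, adjusted p = 0.00869, and 0.145 with the median of ratios). Of 24 genes of outer segment structure, 17 were lower and 2 higher (17 and 3 when adjusted over the list alone). Prph2, a tetraspanin of the disc rim, fell by 0.64 (adjusted p = 3.47e-09) and Rdh12, a retinol dehydrogenase, by 0.67 (adjusted p = 2.71e-11), while Impg2, a proteoglycan around the photoreceptors, had a log2 fold change of 0.20 (adjusted p = 0.000758, and 0.0561 with the median of ratios). Of 39 genes of intraflagellar transport and the BBSome, 17 were lower and 4 higher (17 and 4 when adjusted over the list alone), such as Bbs7 (−0.29) and the kinesin subunit Kif3b (−0.25), whereas Arl6, a GTPase that recruits the BBSome, rose from 78.1 ± 4.10 FPKM (SD, n = 7) to 133 ± 7.30 FPKM (SD, n = 7; 0.77, adjusted p = 4.33e-10). Of 40 genes of the ciliary transition zone and basal body, 18 were lower and 3 higher (19 and 3 when adjusted over the list alone), with Arl13b at −0.28 (adjusted p = 1.33e-06). Of 15 photoreceptor transcription factors, 7 were lower and 4 higher (7 and 5 when adjusted over the list alone). Nrl, which sets rod fate, fell from 784 ± 26.6 FPKM (SD, n = 7) to 455 ± 35.9 FPKM (SD, n = 7; −0.79, adjusted p = 2.49e-09), Crx fell by 0.32 (adjusted p = 2.60e-07), and Samd7, a Polycomb-associated repressor in rods, rose by 0.34 (adjusted p = 0.000817, and 0.0964 with the inner neuron markers). Against all other genes these lists were lower (camera, adjusted p = 7.34e-27, 7.43e-14, 1.23e-06, 1.90e-07 and 0.00433 in the order given). With an estimated correlation the first 3 held (adjusted p = 0.0126, 0.0187 and 0.0187), and the transition zone (adjusted p = 0.0821 with an estimated correlation) and transcription factor (adjusted p = 0.258) lists did not. In the same libraries 11 of 13 rod markers were lower and 2 higher (11 and 2 when adjusted over the list alone; median −0.53, camera adjusted p = 2.15e-14, and 0.0187 with an estimated correlation). Of 12 cone markers 5 were higher and 0 lower (5 and 0 when adjusted over the list alone; median 0.15, and −0.0039 with the inner neuron markers; adjusted p = 0.267), and of 11 cone phototransduction genes 6 were higher and 0 lower (6 and 0 when adjusted over the list alone; adjusted p = 0.0667). Gnb3, the beta subunit of cone transducin and also used by ON bipolar cells, rose from 157 ± 14.8 FPKM (SD, n = 7) to 531 ± 48.2 FPKM (SD, n = 7; 1.76, adjusted p = 6.50e-12) and lies on chromosome 6 from 124834240 to 124840275. Pde6c and Arr3, of cones, rose by 0.33 and 0.33 (adjusted p = 0.000312 and 0.00182), Arr3 not past the threshold with the inner neuron markers (adjusted p = 0.0880). Gnat2 (0.042, adjusted p = 0.475), Opn1sw (0.081, adjusted p = 0.6248) and Opn1mw (0.11, adjusted p = 0.310) did not pass the test, and Opn1sw and Opn1mw overlap genes on the opposite strand. The 17 members that Supplementary file 7 lists under Phototransduction were all lower, with a median of −0.50, but the paper picked them on these libraries, so their count is not independent evidence of the direction.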

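Genes that organize synapses were higher in P23H retinas in most cases. Of 54 synapse organizers, 42 were higher and 0 lower (44 and 0 when adjusted over the list alone), with a median log2 fold change of 0.22. Thbs1, a thrombospondin that glia secrete, rose from 0.601 ± 0.175 FPKM (SD, n = 7 mice) to 2.24 ± 0.627 FPKM (SD, n = 7; log2 fold change 1.73, standard error 0.19, adjusted p = 2.79e-06 from limma with the Benjamini-Hochberg adjustment). The adhesion receptors Bai1 and Lphn1 (now named Adgrb1 and Adgrl1) rose by 0.32 and 0.28 (adjusted p = 1.95e-05 and 1.57e-05). Of 42 genes of the postsynaptic scaffold, 30 were higher and 2 lower (33 and 3 when adjusted over the list alone). Lin7b, a PDZ adaptor, rose from 6.99 ± 0.665 FPKM (SD, n = 7) to 18.1 ± 1.90 FPKM (SD, n = 7; 1.36, adjusted p = 4.10e-10) and Camk2g, a calcium-dependent kinase, by 0.36 (adjusted p = 1.17e-06). Dlg4, which encodes PSD-95 and is also abundant in photoreceptor terminals, fell by 0.24 (adjusted p = 0.000181). Of 28 ionotropic glutamate receptor genes and their auxiliary subunits, 18 were higher and 0 lower (22 and 0 when adjusted over the list alone), with the AMPA receptor subunit Gria1 at 0.38 (adjusted p = 3.71e-06) and the kainate receptor subunit Grik1 at 0.31 (adjusted p = 2.21e-05). Of 21 GABA and glycine receptor genes, 16 were higher and 0 lower (16 and 0 when adjusted over the list alone), such as Gabrb3 (0.24, adjusted p = 8.59e-05, and 0.0625 with the inner neuron markers). Of 39 genes of axon and neurite growth, 21 were higher and 0 lower (27 and 0 when adjusted over the list alone), among them the axonal scaffold protein Ank3 (0.33, adjusted p = 5.11e-05) and the adhesion molecule Nrcam (0.31, adjusted p = 0.000225). These 5 lists were higher than all other genes (camera, adjusted p = 2.12e-05, 0.000804, 0.00126, 0.00219 and 0.00149 in the order given). None of these calls held with an estimated correlation (adjusted p = 0.289, 0.332, 0.332, 0.332 and 0.342 with an estimated correlation), the GABA and glycine receptor list was lost in males alone (adjusted p = 0.0626), and the growth list with the inner neuron markers (adjusted p = 0.0884) and in males alone (adjusted p = 0.0523).
Of 12 pan-bipolar markers in the same libraries 11 were higher (11 when adjusted over the list alone; median 0.22, camera adjusted p = 0.00618, and 0.297 with an estimated correlation), among them Vsx2 (0.35, adjusted p = 3.28e-05). Of 20 amacrine markers 16 were higher (16 when adjusted over the list alone; 0.21, adjusted p = 0.00119, and 0.332 with an estimated correlation), and of 16 ganglion cell markers 11 (13 when adjusted over the list alone; 0.15, adjusted p = 0.0422, and 0.519 with an estimated correlation), none of them lower. With the median of ratios only 5 pan-bipolar, 6 amacrine and 1 ganglion cell markers were higher, and 2 pan-bipolar markers with the inner neuron markers. The ganglion cell list was lost under 17 settings, among them the median of ratios (adjusted p = 0.139) and the inner neuron markers (adjusted p = 0.529), where its median was −0.0085. That last loss decides nothing, since the ganglion cell markers are part of the inner neuron markers, which are scaled to a common mean. The OFF cone bipolar list was lost without WT mouse 11_3 (adjusted p = 0.0642). Of 10 horizontal cell markers 4 were higher and 2 lower (4 and 2 when adjusted over the list alone; 0.13, adjusted p = 0.782), and 2 were higher and 3 lower with the median of ratios, with Calb1 at 0.17 (adjusted p = 0.00128, and 0.125 with the median of ratios). Of 12 ON cone bipolar markers 7 were higher (10 when adjusted over the list alone; adjusted p = 0.0169, and 0.206 with an estimated correlation), of 12 OFF cone bipolar markers 9 (11 when adjusted over the list alone; adjusted p = 0.0363, and 0.339 with an estimated correlation) and of 9 rod bipolar markers 5 (5 when adjusted over the list alone; 0.14, and −0.017 with the inner neuron markers; adjusted p = 0.201), none of them lower. With the median of ratios 5, 2 and 2 of these were higher. With the inner neuron markers 2, 1 and 2 were higher, and 1 rod bipolar marker was lower. Car8 in rod bipolar cells rose by 0.36 (adjusted p = 8.39e-06), and Prkca, the gene of protein kinase C alpha, did not pass the test (0.086, adjusted p = 0.238). Relative to the mean of the amacrine, ganglion, horizontal and pan-bipolar markers in each library, the synapse organizers stood 0.063 higher on the log2 scale in P23H mice (exact permutation test, p = 0.0140 after adjustment over 12 lists). That mean includes Thbs1, which glia secrete and which alone rose by 1.73, and it was not tested without this gene. The differences of the scaffold (0.027, adjusted p = 0.159), ionotropic glutamate receptor (0.043, adjusted p = 0.114), GABA and glycine receptor (0.037, adjusted p = 0.192) and growth (−0.0040, adjusted p = 0.749) lists from the markers did not pass exact permutation tests. Scaled to these inner neuron markers without the pan-bipolar ones, 6 synapse organizers were higher and 4 lower, and the counts were 7 and 6 for the scaffold, 5 and 1 for ionotropic glutamate receptors, 2 and 0 for GABA and glycine receptors and 4 and 4 for growth.

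**Figure D2:**
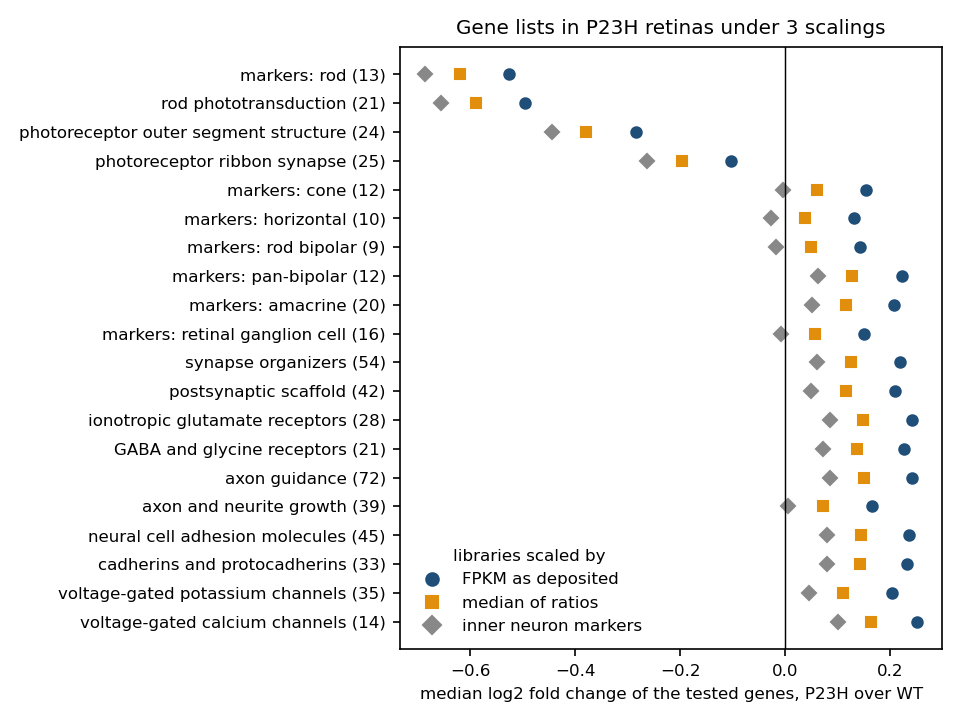
Median log2 fold change of P23H over WT retinas (horizontal axis, 7 mice per genotype) of each gene list (rows, number of tested genes in brackets) with FPKM as deposited (circles), the median of ratios (squares) and the inner neuron markers (diamonds). The rod and photoreceptor lists lie below 0 under all 3 scalings, and the synapse organizers move from 0.22 to 0.062, while the cone, horizontal, rod bipolar and ganglion cell marker lists pass below 0 with the inner neuron markers. The amacrine, horizontal and ganglion cell markers make up that scaling, so their medians near 0 under it are no separate result.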

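Guidance cues and their receptors were mostly higher in P23H retinas. Of 72 genes of axon guidance, 51 were higher and 4 lower (52 and 4 when adjusted over the list alone), with a median log2 fold change of 0.24. Rgma, a repulsive cue bound to the membrane, rose from 3.85 ± 0.378 FPKM (SD, n = 7 mice) to 6.57 ± 0.370 FPKM (SD, n = 7; log2 fold change 0.76, standard error 0.061, adjusted p = 8.27e-08 from limma with the Benjamini-Hochberg adjustment), and the semaphorin receptor Plxnd1 by 0.64 (adjusted p = 2.79e-06). Sema4c, a semaphorin, fell by 0.65 on the log2 scale (adjusted p = 3.24e-05). Of 45 neural cell adhesion molecules, 31 were higher and 5 lower (32 and 5 when adjusted over the list alone). Igsf11, an adhesion protein that binds PSD-95, rose from 20.7 ± 1.09 FPKM (SD, n = 7) to 32.6 ± 2.37 FPKM (SD, n = 7; 0.65, adjusted p = 2.05e-08) and Cadm3 by 0.24 (adjusted p = 2.03e-05), while Igsf9 fell by 0.47 (adjusted p = 1.64e-06). Of 33 cadherins and protocadherins, 23 were higher and 0 lower (26 and 0 when adjusted over the list alone), with Cdh2, or N-cadherin, at 0.34 (adjusted p = 4.56e-06) and Cdh13 at 0.53 (adjusted p = 6.08e-05). Of 32 integrins, laminins and their partners, 12 were higher and 1 lower (12 and 1 when adjusted over the list alone). Itgb8 rose from 3.03 ± 0.195 FPKM (SD, n = 7) to 7.73 ± 1.04 FPKM (SD, n = 7; 1.31, adjusted p = 1.33e-09) and Agrn, a heparan sulfate proteoglycan of the basement membrane, by 0.80 (adjusted p = 3.71e-09), whereas Vtn, vitronectin, fell by 0.38 (adjusted p = 7.87e-06). The mean of this list was 2.48 in WT mouse 12_7 against 1.57 to 1.92 in the other WT mice. Against all other genes, the guidance (camera, adjusted p = 0.000253), adhesion molecule (adjusted p = 0.00737) and cadherin (adjusted p = 0.00182) lists were higher, and the integrin and laminin list did not pass (adjusted p = 0.0618). With an estimated correlation none passed (adjusted p = 0.332, 0.387 and 0.358 with an estimated correlation for the first 3), and the adhesion molecule list was also lost in males alone (adjusted p = 0.115). Relative to the inner neuron markers in the same libraries, the guidance genes stood 0.067, the adhesion molecules 0.017 and the cadherins 0.053 higher on the log2 scale, which did not pass exact permutation tests adjusted over 12 lists (adjusted p = 0.0839, 0.343 and 0.145). Glial markers had larger medians than the guidance genes in these libraries: 13 of 16 Müller glia markers were higher and 1 lower (13 and 1 when adjusted over the list alone; median 0.39, camera adjusted p = 0.000408, and 0.208 with an estimated correlation), and 22 of 25 microglia and macrophage markers were higher and 0 lower (22 and 0 when adjusted over the list alone; median 1.17, adjusted p = 1.29e-10, and 0.0882 with an estimated correlation). Scaled to the inner neuron markers, 21 guidance genes were higher and 6 lower, against 10 and 6 adhesion molecules and 6 and 2 cadherins.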

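Several stress-responsive genes rose several-fold in P23H retinas, while most kinases of the MAPK cascade moved little. Socs3, an inhibitor of cytokine signaling, rose from 1.56 ± 0.328 FPKM (SD, n = 7 mice) to 9.22 ± 1.16 FPKM (SD, n = 7; log2 fold change 2.50, standard error 0.12, adjusted p = 9.17e-11 from limma with the Benjamini-Hochberg adjustment), and Gadd45b, a stress-induced activator of MAPK signaling, from 4.75 ± 0.747 FPKM (SD, n = 7) to 22.0 ± 1.37 FPKM (SD, n = 7; 2.20, adjusted p = 1.60e-11). Of 36 genes of NF-kappa B signaling, 23 were higher and 3 lower (23 and 3 when adjusted over the list alone), and of 40 genes of TNF signaling, 24 were higher and 2 lower (24 and 2 when adjusted over the list alone). With the inner neuron markers the counts were 17 and 8 for NF-kappa B and 17 and 6 for TNF signaling. Vcam1, an adhesion molecule for leukocytes, rose by 0.96 (adjusted p = 3.67e-09), and Tnfaip3, which restrains NF-kappa B, fell from 65.7 ± 2.93 FPKM (SD, n = 7) to 39.8 ± 2.31 FPKM (SD, n = 7; −0.72, adjusted p = 6.79e-10). Of 34 immediate early and feedback genes that respond to ERK, 22 were higher and 1 lower (22 and 1 when adjusted over the list alone). With the median of ratios 15 of them were higher and 1 lower, and with the inner neuron markers 9 and 1. The transcription factors Atf3 and Fosb rose by 1.48 and 1.44 (adjusted p = 3.67e-09 and 5.62e-08), and Spry2, a feedback inhibitor, fell by 0.34 (adjusted p = 2.55e-05). Of 47 kinases and other members of the MAPK cascade, 26 were higher and 2 lower (27 and 2 when adjusted over the list alone), with a median log2 fold change of 0.14, while 5 were higher and 9 lower with the inner neuron markers, where the median was −0.021. Map3k1 rose by 0.65 (adjusted p = 7.00e-08) and Rras by 0.94 (adjusted p = 1.12e-07), and Kras, which overlaps Lyrm5 on the opposite strand, fell by 0.14 (adjusted p = 0.00511). Mapk1 and Mapk3, the genes of ERK2 and ERK1, had log2 fold changes of 0.15 (adjusted p = 0.000629, and 0.163 with the median of ratios) and 0.23 (adjusted p = 0.000337, and 0.231 with the inner neuron markers). Of 35 receptor tyrosine kinases other than Eph receptors, 20 were higher and 0 lower (22 and 0 when adjusted over the list alone), among them the VEGF receptor Kdr (0.66, adjusted p = 1.34e-05). Of 33 genes of the unfolded protein response, 9 were higher and 0 lower (5 and 0 when adjusted over the list alone; 1 and 4 with the inner neuron markers), such as Asns (0.44, adjusted p = 1.04e-05), and of 25 genes of apoptosis and p53 targets, 11 were higher and 1 lower (11 and 1 when adjusted over the list alone; 5 and 5 with the inner neuron markers, median −0.026), such as Parp1 (0.24, adjusted p = 2.38e-06, and 0.0876 with the inner neuron markers). Against all other genes, the NF-kappa B (camera, adjusted p = 0.00182, and 0.0270 with an estimated correlation), TNF (adjusted p = 0.000579, and 0.0663 with an estimated correlation), ERK-responsive (adjusted p = 0.00259, and 0.332 with an estimated correlation), MAPK (adjusted p = 0.0132, and 0.0527 with an estimated correlation) and receptor tyrosine kinase (adjusted p = 0.00126, and 0.295 with an estimated correlation) lists were higher, and the unfolded protein response (adjusted p = 0.554) and apoptosis (adjusted p = 0.247) lists did not pass. In the same libraries 22 of 25 markers of microglia and macrophages were higher and 0 lower (22 and 0 when adjusted over the list alone). The MAPK list was lost with the median of ratios (adjusted p = 0.0517) and with the inner neuron markers (adjusted p = 0.154), and the NF-kappa B list was lost with a filter of at least 1 FPKM in all 14 libraries (adjusted p = 0.0765).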

As expected, several pathways associated with cell stress were also upregulated, including the MAPK, NF-kappa B, and TNF signaling pathways. To verify the activation of at least one of these key pathways, the MAPK signaling pathway, ERK phosphorylation was analyzed in whole retina extracts and found to be enhanced in P23H mice (Figure 3—figure supplement 1).

We performed another RNA-seq analysis at a more advanced disease state, at 3 months of age, to provide transcriptome comparison to the early disease state (Figure 3—figure supplement 2). Notably, this dataset was collected with a smaller sample size than the 1-month-old dataset, likely contributing to fewer detected differentially expressed (DE) genes: 1556 downregulated and 1595 upregulated genes in P23H retinas compared to WT littermates. This analysis revealed largely similar findings as the analysis performed with 1-month-old samples; however, upregulations in cell stress-associated pathways were expectedly more pronounced at 3 months compared to the 1-month time point (Figure 3—figure supplement 2). Importantly, top 20 lists of upregulated 'molecular function' GO term pathways at 1 month and 3 months correspond to each other well, and both show prominent enrichments in ion-channel-activity-related gene clusters (Figure 3—figure supplement 3). Furthermore, analyses at both age points show an expected downregulation of photoreceptor-enriched genes due to progressive loss of rods but increases in several postsynaptic transcripts that encode crucial proteins for ON bipolar cell depolarization, such as mGluR6 and TRPM1 (Figure 3—figure supplement 4). This pattern of regulation was confirmed from 1-month-old samples using quantitative PCR (Figure 3—figure supplement 5). Collectively, the RNA-seq data show a pattern wherein neural development and growth-related pathways are the highest upregulated transcriptomic pathways in the early disease state, accompanied by persistent upregulations in ion channel activity-related pathways and crucial postsynaptic elements at the bipolar cells, all consistent with neural network adaptation following the initial sensory defect in the retina.

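Of the 6 synaptic genes plotted by the paper, the 3 that act in photoreceptor terminals were lower and the 3 that act in ON bipolar cells were higher in 1-month-old P23H retinas. Cacna1f on the X chromosome (7607083 to 7635196 of mm10) was at 75.2 ± 6.29 FPKM (SD, n = 7 mice) in WT and 56.5 ± 4.69 FPKM (SD, n = 7) in P23H retinas, a ratio of 0.751. Cabp4 on chromosome 19 (4135425 to 4139609) went from 147 ± 9.05 FPKM (SD, n = 7) to 109 ± 7.74 FPKM (SD, n = 7), a ratio of 0.741, and Slc17a7 on chromosome 7 (45163921 to 45176138) from 684 ± 34.8 FPKM (SD, n = 7) to 616 ± 40.1 FPKM (SD, n = 7), a ratio of 0.90. Grm6 on chromosome 11 (50850685 to 50866208) went from 27.6 ± 2.17 FPKM (SD, n = 7) in WT to 35.3 ± 3.97 FPKM (SD, n = 7) in P23H retinas, a ratio of 1.28, and overlaps Gm12660 on the opposite strand. Trpm1 on chromosome 7 (64153835 to 64269775) went from 50.0 ± 6.11 FPKM (SD, n = 7) to 62.6 ± 4.23 FPKM (SD, n = 7), a ratio of 1.25, and Gpr179 on chromosome 11 (97332109 to 97352077) from 16.3 ± 1.80 FPKM (SD, n = 7) to 20.0 ± 1.82 FPKM (SD, n = 7), a ratio of 1.23. All 6 differences passed two-sided exact permutation tests adjusted over the 6 genes (adjusted p = 0.00117 for Cacna1f, Cabp4 and Trpm1, 0.00262 for Grm6, and 0.00466 for Slc17a7 and Gpr179). With the name prefix as a block, limma did not call Slc17a7 (adjusted p = 0.0512). Of 25 genes of the photoreceptor ribbon synapse, 12 were lower and 6 higher (13 and 7 when adjusted over the list alone; camera adjusted p = 0.000237, and 0.109 with an estimated correlation). Rims2, a protein of the active zone, fell by 0.36 on the log2 scale (adjusted p = 5.38e-06 from limma with the Benjamini-Hochberg adjustment) and the calcium channel subunit Cacnb2 by 0.26 (adjusted p = 7.82e-06), while Cplx3, a complexin also found in amacrine cells, rose by 0.26 (adjusted p = 6.04e-05, and 0.0517 with the inner neuron markers). Ctbp2, whose locus encodes the ribbon protein RIBEYE, had a log2 fold change of 0.10 (adjusted p = 0.0172) with FPKM as deposited and −0.059 (adjusted p = 0.284) with the inner neuron markers. Of 12 genes of ON bipolar cell signaling, 9 were higher and 1 lower (9 and 1 when adjusted over the list alone), but the list did not pass against all other genes (camera, adjusted p = 0.0764). With the median of ratios 6 of them were higher and 1 lower, and with the inner neuron markers 3 and 1. Rgs11, which deactivates the G protein of the cascade, rose by 0.45 (adjusted p = 4.13e-05) and Nyx, the adhesion protein nyctalopin, by 0.34 (adjusted p = 0.000200), whereas Lrit3, made by photoreceptors, fell by 0.23 (adjusted p = 0.000315). The other 19 pan-bipolar and rod bipolar markers rose by 0.19 on the log2 scale in the same libraries, and the mean of Grm6, Trpm1 and Gpr179 exceeded theirs by 0.13 (exact permutation test, p = 0.0513). Scaled to the inner neuron markers, the ratios were 0.672, 0.664 and 0.807 for Cacna1f, Cabp4 and Slc17a7, and 1.15 (adjusted p = 0.0446), 1.12 (adjusted p = 0.0497) and 1.10 (adjusted p = 0.0985) for Grm6, Trpm1 and Gpr179 in exact permutation tests, and limma called neither Trpm1 (adjusted p = 0.0598) nor Gpr179 (adjusted p = 0.138) under that scaling.

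**Figure D3:**
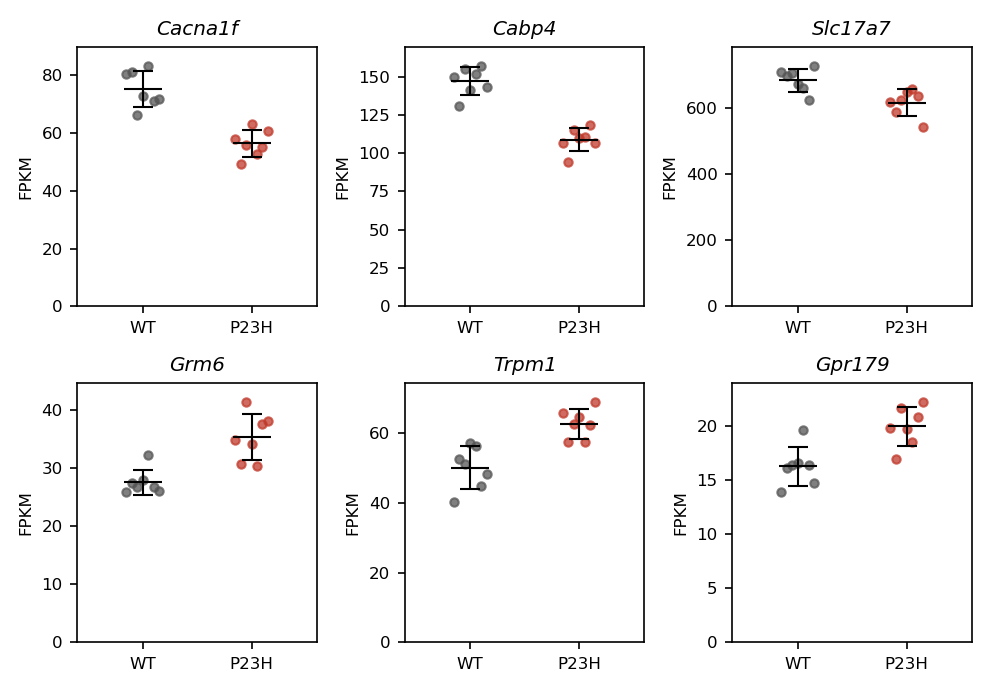
FPKM (vertical axes, from 0) of 3 presynaptic genes (top) and 3 postsynaptic genes (bottom) in each of 7 WT (gray) and 7 P23H (red) retinas, with the mean and SD. All P23H retinas lie below all WT retinas for Cacna1f and Cabp4, and all lie above all WT retinas for Trpm1, while the groups overlap for Slc17a7, Grm6 and Gpr179.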

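Over all 64 gene lists, 28 were higher and 8 lower in P23H retinas than all other genes (camera, adjusted p under 0.05), and 3 and 4 were called with an estimated correlation. The preset correlation is lenient, since splits of the libraries with 3 or 4 P23H mice per group still gave up to 32 lists. The 12 lists of synapse, transmitter receptor, axon, adhesion and voltage-gated channel genes held 398 tested genes. With FPKM as deposited, 272 of these were higher and 15 lower, and their median log2 fold change was 0.22. With the median of ratios, 153 were higher and 25 lower (median 0.12), and with the inner neuron markers 71 were higher and 34 lower (median 0.060). Among the higher lists, the axon, synapse, adhesion and channel lists had medians from 0.17 (axon and neurite growth) to 0.25 (voltage-gated calcium channels), below the medians of the ERK-responsive (0.33), TNF (0.29) and NF-kappa B (0.28) lists. By the p of camera, synapse organizers ranked 6 and axon guidance ranked 7 among the higher lists. Ahead of them came the injury response of glia, the interferon response, microglia and macrophage markers, MHC class I presentation and complement, with medians from 0.97 to 1.56. The 3 higher lists called with an estimated correlation were the injury response of glia, the interferon response and NF-kappa B signaling. From the growth-related pathways at the top of its ranking, the persistent rise in ion channel pathways and the rise in postsynaptic transcripts of bipolar cells, the paper proposes that the neural network of the retina adapts after the initial sensory defect.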

All filtered RNA-seq analysis results, including all differentially expressed genes between genotypes, as well as GO, KEGG and predicted reactome pathways that reached the statistical cut-off criterion are presented in Supplementary files 3–18. Raw data is freely available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE152474 (1-month-old samples) and GSE156533 (3-month-old samples).

### Increased sensitivity of rod bipolar cells to their rod input in P23H mice

To evaluate if transcriptomic network adaptation in P23H mice in response to rod degeneration is associated with changes in retinal light signaling, we first recorded light-evoked responses from isolated mouse retinas using ex vivo ERG (Figure 4A). Ex vivo ERG allows quantitative dissection of photoreceptor (*R_PR_*) and ON bipolar cell (*R_BC_*) responses by using blockers for the metabotropic glutamate receptor (mGluR) and potassium channels in Müller glia (Bolnick et al., 1979; Vinberg et al., 2014), see Materials and methods (Figure 4B–D). As expected, we found that the maximal photoreceptor response decreased by ~40% at 1 month of age in P23H mice as compared to control mice, and responses continued to decrease thereafter (Figure 4E, Table 1). These changes, initially at 1 month of age, were larger than expected when compared to the total loss of rod photoreceptors (Figure 1H), suggesting that the decrease in the light-sensitive current of the rods precedes rod degeneration in this model. Interestingly, however, light sensitivity measured as the light intensity to generate a half-maximal response (*I_1/2_*) was not reduced in 1- to 3-month-old P23H mice (Figure 4E, Table 1). At 5 months of age, *I_1/2_* of P23H mice significantly increased (Figure 4E, Table 1). This may be due to the contribution from cone cells at this age (Figure 1I and K). Progressive reduction of rod photoreceptor light responses was expected and has been reported previously (Sakami et al., 2011).

**Figure 4.**
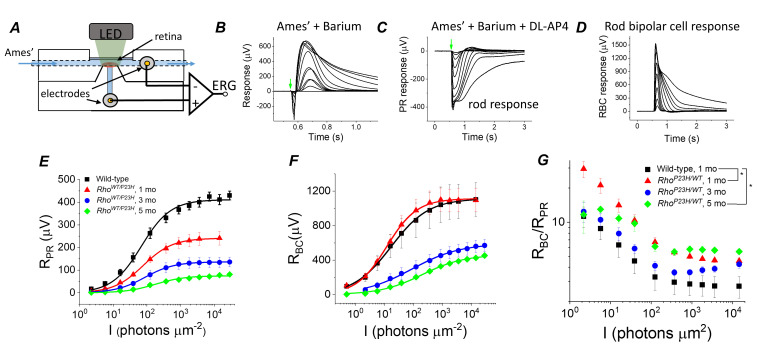
Sensitivity of bipolar cell responses to their photoreceptor input increases in P23H mice. (**A**) Custom ex vivo ERG specimen holder used to record transretinal voltage with two Ag/AgCl macro electrodes. Isolated retina without retinal pigment epithelium is mounted photoreceptor side up and perfused with Ames’ medium. (**B**) Representative light flash responses from a dark-adapted WT control mouse retina perfused with Ames' containing 100 µM BaCl_2_ to remove signal component arising from Müller cells. (**C**) Light responses from the same retina after addition of DL-AP4 eliminating metabotropic glutamatergic transmission to reveal the photoreceptor-specific responses. (**D**) Bipolar cell responses obtained by subtracting the traces shown in (**C**) from those in (**B**). Amplitude data for photoreceptor (R_PR_, **E**) and bipolar (R_BC_, **F**) responses, and R_BC_/R_PR_ ratio (**G**) as a function of light flash intensity in photons μm^−2^ (505 nm). Mean ± SEM. In panel G, *p<0.05 (two-way ANOVA between-subjects effect). Smooth traces in E and F plot Equation 1 fitted to the mean amplitude data. Statistics for *R_max_* and intensity required to generate half-maximal photoreceptor or ON bipolar cell response (*I_1/2_*) are in Table 1. (Control, one mo, n = 4; P23H, one mo, n = 4; three mo, n = 3; five mo, n = 4 mice/retinas). Figure 4—source data 1.Photoreceptor (R_PR_, E) and bipolar cell (R_BC_, F) amplitude, and R_BC_/R_PR_ ratio (G) data for individual mice.

**Table 1.** Ex vivo ERG parameters. *I_1/2_*, photons (505 nm) per flash/µm^2^ from fitting Equation 1 to photoreceptor (pharmacologically isolated) and bipolar cell (subtracted) amplitude data; *R_max_,* maximum amplitude measured at plateau of the photoreceptor response and at the peak of the bipolar cell component in response to bright flash (~15,000 photons µm^−2^); *R_PR,1/2_*, photoreceptor response amplitude required for half-maximal bipolar cell response as determined by fitting Equation 2 to R_PR_ – R_BC_ amplitude data. C57 background: Control, one mo, n = 4; P23H, one mo, n = 4; three mo, n = 3; five mo, n = 4 mice/retinas; *Gnat2^-/-^* background: Pooled control, 1–6 mo, n = 7 (11); P23H, one mo, n = 4 (6); five mo, n = 11(18); six mo, n = 2 (4) mice(retinas). *p<0.05, **p<0.005, ***p<0.001 in comparison to control data, two-tailed t-test. All data mean ± SEM.

	Photoreceptors			Bipolar cells	
Genotype/age	I1/2 (hn/µm2)	Rmax (µV)	I1/2 (hn/µm2)	Rmax (µV)	RPR,1/2 (µV)
1 month Control P23H/C57	74 ± 18	410 ± 20	24 ± 8	1,120 ± 203	76 ± 9
1 month P23H/C57	78 ± 10	242 ± 29**	15 ± 2	1,152 ± 40	29 ± 6**
3 month P23H/C57	98 ± 13	138 ± 24***	71 ± 30	547 ± 74*	39 ± 1*
5 month P23H/C57	285 ± 83*	81 ± 7***	72 ± 7*	388 ± 14*	24 ± 1**
Pooled Control P23H/Gnat2	104 ± 17	545 ± 76	33 ± 12	830 ± 160	68 ± 9
1 month P23H/Gnat2	230 ± 40**	238 ± 37**	48 ± 6	670 ± 80	38 ± 6*
5 month P23H/Gnat2	214 ± 32*	176 ± 21***	42 ± 5	540 ± 50	28 ± 4***
6 month P23H/Gnat2	339 ± 47***	54 ± 8***	88 ± 9**	220 ± 20**	13 ± 2***

However, in this study, the main issue was to determine whether the observed transcriptomic changes correlate with changes in how bipolar cells respond to their photoreceptor input in P23H mice. Strikingly, despite the ~40% decrease of photoreceptor input in 1-month-old P23H mice, their bipolar cell responses did not diminish at any of the light flash intensities utilized (Figure 4F). Since rod bipolar cells derive their responses by pooling input from several rod photoreceptors, we quantified the sensitivity of rod bipolar cells to their intrinsic input in two ways. First, we compared the ratio of bipolar cell and photoreceptor cell responses (*R_BC_*/*R_PR_*) between control and P23H mice at each light flash intensity (Figure 4G). This ratio increased in 1-month-old P23H mice compared to control mice, indicating a significant increase in the sensitivity of the bipolar cells. We also found less pronounced but statistically significant increases of *R_BC_*/*R_PR_* in 5-month-old P23H mice (Figure 4G). These results are consistent with two prior studies showing less severe reduction of the in vivo ERG b-waves as compared to a-waves in a P23H transgenic rat model (Aleman et al., 2001; Machida et al., 2000). However, one caveat in analyzing *R_BC_*/*R_PR_* is that the photoreceptor response amplitudes are not linear functions of light intensity. Thus, a second, more quantitative way to determine the sensitivity of bipolar cells to their photoreceptor input is to plot *R_BC_* as a function of *R_PR_* and determine the *R_PR_* required to generate a half-maximal *R_BC_* (=*RP_P,1/2_*, see Figure 5D–F below and Materials and methods). This analysis revealed a significant decrease of *R_P,1/2_*, *i.e.* sensitization of bipolar cells in P23H mice at all ages tested (1, 3 and 5 months) as compared to WT control mice (Table 1).

**Figure 5.**
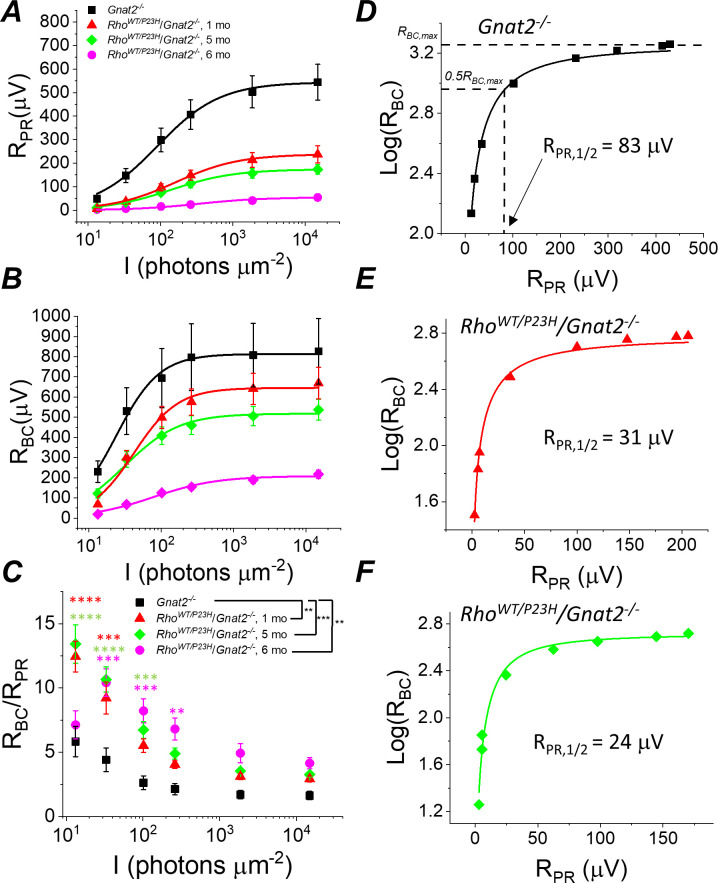
Sensitivity of rod bipolar cell responses to their rod input increases in P23H/*Gnat2^-/-^* mice. Ex vivo ERG rod (**A**) and RBC (**B**) response amplitudes, and their ratio (**C**) derived as in Figure 4. (**D–F**) RBC plotted as a function of R_PR_ in individual retinas from *Gnat2^-/-^* control (**D**), and one month (**E**) and five month (**F**) P23H/*Gnat2^-/-^* mice. Smooth lines in A and B plot Equation 1 fitted to mean data. Smooth lines in D-F plot Equation 2 fitted to data from individual retinas. *p<0.05, **p<0.005, ***p<0.001, ****p<0.0001. Statistics for *R_max_* and intensity required to generate half-maximal rod or RBC response (*I_1/2_*) as well as *R_PR,1/2_* are in Table 1. In C, two-way ANOVA followed by Bonferroni’s post hoc test was used to compare between-subjects main effect and the intensity where a significant effect was found, respectively. (Pooled control, 1–6 mo, n = 7 (11); P23H, one mo, n = 4 (6); five mo, n = 11(18); six mo, n = 2 (4) mice(retinas)). Figure 5—source data 1.Photoreceptor (R_PR_, A) and bipolar cell (R_BC_, B) amplitude, and R_BC_/R_PR_ ratio (C) data for individual mice/retinas.

**Figure 5—figure supplement 1.**
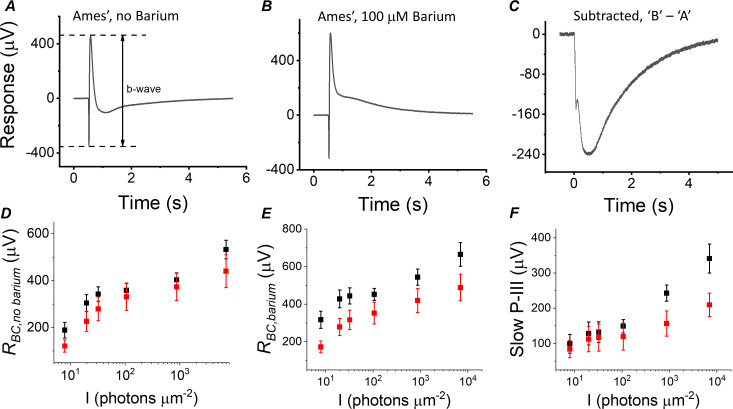
Contribution of Müller cell response on the ex vivo ERG light responses in control and P23H mice. Light responses to identical flash of light in the absence of BaCl_2_ (**A**), in the presence of 100 μM BaCl_2_ (**B**) and Müller cell response (slow PIII) derived by subtracting the response in B from that shown in A (**C**). Mean (± SEM) b-wave amplitudes as a function of light flash intensity in the absence (**D**) and presence (**E**) of BaCl_2_ in 1-month-old control *Gnat2^-/-^* (black) and *P23H/Gnat2^-/-^* (red) mice. (**F**) Slow P-III amplitudes plotted as a function of light flash intensity in control and P23H mice. (Control, n = 5 (8); P23H, n = 8 (12) mice(retinas)). No differences between control and P23H mouse means in **D** and **E**. A statistically significant group-stimulus intensity interaction was found in F (p<0.01); however, post-hoc test did not reach statistical criterion at any light intensity. Statistical analysis was performed by repeated measures two-way ANOVA followed by Bonferroni’s post hoc test. Figure 5—figure supplement 1—source data 1.Bipolar cell amplitudes in the absence (D) and presence (E) of Barium, and slow-PIII amplitudes (F) for individual mice/retinas.

Since the mouse retina is rod-dominant, our results strongly suggest that rod bipolar cells become more sensitive to their rod input in P23H mice. However, at an older age, it is possible that the cone-mediated responses, which we found to be preserved longer compared to rods (Figure 1J–L), and even hyper-sensitized in the early disease state (Figure 1L), could dominate and explain the compensation of bipolar cell responses in P23H mice. To exclude this possibility and to study more quantitatively the implications of the P23H rhodopsin mutation in the rod signaling pathway, we crossed P23H mice with a cone transducin-α (*Gnat2*) knock-out (P23H/*Gnat2^-/-^*) mouse line. The cones in these mice do not generate light responses but have no structural abnormalities (Ronning et al., 2018). We observed a qualitatively similar phenomenon in P23H/*Gnat2^-/-^* mice as in P23H knock-in mice (Figures 4 and 5). The maximal rod response amplitude was suppressed by more than half in 1-month-old P23H/*Gnat2^-/-^* mice compared to their littermate control mice (Figure 5A). A further decrease of the maximal rod response amplitudes in aging P23H/*Gnat2^-/-^* mice was accompanied by the desensitization of their rods as indicated by larger values of *I_1/2_* in 1–6 month-old P23H/*Gnat2^-/-^* mice compared to their littermate controls (Figure 5A, Table 1). The rod bipolar cell responses decreased less than the rod responses in 1- and 5-month-old P23H/*Gnat2^-/-^* mice before a relatively steep decrease from 5 to 6 months of age (Figure 5B). Since the decrease of *R_BC_* was slower compared to the decline in *R_PR_* with age, the *R_BC_/R_PR_* ratios remained significantly higher up to 6 months of age in P23H/*Gnat2^-/-^* mice (the oldest age tested, Figure 5C). Moreover, we found an almost twofold decrease in photoreceptor input required to generate a half-maximal RBC response in 1-month-old P23H/*Gnat2^-/-^* mice as compared to that in control mice, and *R_PR,1/2_* continued to decrease down to ~20% of that in control retinas in 6-month-old P23H mice (Figure 5D–F, Table 1). Although Barium Chloride (BaCl_2_) has been shown to be effective in blocking the ex vivo ERG component arising from Müller cells (Bolnick et al., 1979; Nymark et al., 2005; Vinberg and Kefalov, 2015b), the experiments above did not specifically assess the potential contribution of Müller cells to the b-wave amplitudes. To test that, we recorded ex vivo ERG responses from 1-month-old *Gnat2^-/-^* and their littermate P23H/*Gnat2^-/-^* mouse retinas perfused with Ames’ medium without and with 100 μM BaCl_2_ (Figure 5—figure supplement 1A and B). We found that b-wave amplitudes in the absence of BaCl_2_ were smaller than those in the presence of barium (Figure 5—figure supplement 1D,E). This is probably because barium removes the negative slow PIII component that temporally overlaps with the positive b-wave. Comparison between 1-month-old control and P23H mice revealed that b-wave amplitudes were not affected by the P23H rhodopsin mutation in the absence or presence of barium (Figure 5—figure supplement 1D,E). Finally, we derived Müller cell responses by subtracting the responses recorded in the presence of barium from those recorded in the absence of barium from individual retinas across different light intensities (Figure 5—figure supplement 1C,F). Müller cell responses were not affected at dim light but tended to be somewhat smaller with the two brightest light intensities used in these experiments in the 1-month-old P23H mice as compared to those in control mice. These results do not support a role for increased Müller cell activity in explaining the observed potentiation of the b-wave responses in P23H mice.

Although the cones lacking GNAT2 do not generate light responses, light signal transmission from rods to the cone pathway through gap junctional coupling could be upregulated in P23H mice to compensate for the reduced rod input. To test this hypothesis, we determined the effect of a gap junction blocker, meclofenamic acid (MFA), on the photoreceptor a-wave and ON bipolar cell b-wave by ex vivo ERG in 1-month-old P23H/*Gnat2^-/-^* mice (Figure 6A,B). If potentiation of the b-wave responses is due to increased signaling of rods to the cone pathway via gap junctions, we expected to see suppression of the b-wave amplitudes by MFA. Although MFA trended toward suppressing the b-wave amplitude, it appeared to cause even larger suppression of the a-wave amplitude (Figure 6B). This result suggests that electrical transmission from rods to cones or cone bipolar cells does not contribute significantly to the measured ex vivo ERG bipolar cell component in P23H/*Gnat2^-/-^* mice and cannot explain the observed potentiation of *R_BC_* (Figure 5B–C, Table 1). Another possibility for the increased sensitivity of the rod bipolar cells in P23H mice is reduced inhibitory input into rod bipolar cells, that is. disinhibition. To test this, we determined the contribution of GABA-, glycine-, and inhibitory dopaminergic signaling to the rod bipolar cell responses using ex vivo ERG in the retinas from *Gnat2^-/-^* and C57 wild-type mice (Figure 6B). No significant differences were found in the ERG a- or b-wave amplitudes between the control and treated conditions with any of the antagonists suggesting that disinhibition, as a mechanism, likely does not play a significant role in elevating rod bipolar cell responses observed in ex vivo ERG recordings from P23H mice (Figure 5B). Collectively, these results suggest that during rod degeneration and suppressed rod phototransduction triggered by the P23H rhodopsin mutation, the rod-rod bipolar cell signaling is strengthened via compensatory pathways that are most probably intrinsic to the rod axon terminal and/or rod bipolar cells.

**Figure 6.**
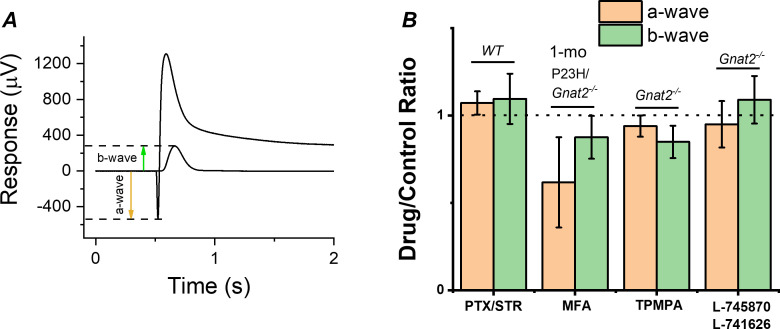
Contribution of gap junctions or inhibitory synaptic inputs to bipolar cells on the photoreceptor and bipolar cell components of the ex vivo ERG signal. (**A**) Example traces to dim and bright flashes recorded from a dark-adapted wild-type mouse retina perfused with Ames’ containing 100 µM BaCl_2_. B-wave amplitudes were measured from baseline using the dim flash responses and a-wave amplitudes from the baseline using the bright flash responses as indicated by arrows. (**B**) Mean ± SEM a- (brown, a-wave_drug_/a-wave_control_) and b-wave (green, b-wave_drug_/b-wave_control_) ratios determined from the each individual retina perfused with control solution and solution containing 100 µM of the gap junction blocker meclofenamic acid (MFA), 100 µM of picrotoxin (PTX) and 10 µM strytchinine (STR), 10 µM of the dopamine D_2_ and D_4_ receptor antagonists L-745870 and L-741626, respectively, or 50 µM the GABA_C_ receptor antagonist (1,2,5,6-Tetrahydropyridin-4-yl)methylphosphinic acid (TPMPA). Mouse genotypes for each drug experiment is indicated in Figure. No statistically significant changes in a- or b-wave amplitudes was observed with any of the drugs tested by paired t-test. n = 6 retinas for PTX/STR, n = 3 retinas for each MFA, TPMPA, and L-745870/L741626 experiments. Figure 6—source data 1.Ratios of ex vivo ERG a-wave and b-wave amplitudes measured from individual retinas perfused in drug vs. control media (B).

### Rod-mediated visual contrast sensitivity remains relatively normal despite loss of majority of rods

Our molecular genetics and functional analyses showed that compensatory pathways in the retina are expected to support retinal output even after 50–70% degeneration or functional decline of the rods in P23H mice. To test if these compensatory changes can promote vision, we applied an optomotor response test (OMR; Prusky et al., 2004) to evaluate behavioral visual contrast sensitivity (CS) in P23H/*Gnat2^-/-^* mice and their *Gnat2^-/-^* littermate controls (Figure 7A). This reflexive test was selected to avoid confounding factors caused by potential plasticity in the cortical brain areas that could also promote vision even when retinal output is suppressed (Koskela et al., 2020). Our aim was to focus on the question of whether potentiation of the rod-rod bipolar cell signaling in P23H mice can help maintain high-sensitivity night vision. This goal was further facilitated by use of the *Gnat2^-/-^* background to abolish light responses of cones and the use of ambient light ranging from scotopic to photopic conditions. We found that CS decreased slightly in P23H/*Gnat2^-/-^* mice only at the dimmest background light up until 3 months of age in ambient light ranging from −3.3 to 0.85 log(Cd/m^2^) (Figure 7B,C). At 5 months of age, CS was suppressed at the two dimmest ambient light levels (−3.3 and −2.4 log(Cd/m^2^)), but not at brighter illuminances (Figure 7D). In contrast, a significant drop in performance occurred in 6-month-old P23H/*Gnat2^-/-^* mice at all except the brightest ambient light level (Figure 7D). A decrease in the sensitivity of rod-mediated vision was expected since absolute rod bipolar cell responses decreased in P23H mice as they aged beyond 1 month (Figures 4F and 5B; Sarria et al., 2015). However, consistent with our finding that the rod bipolar cell sensitivity to their rod input was potentiated in P23H/*Gnat2^-/-^* mice up to 5 months of age, the decrease in scotopic contrast sensitivity was less severe than expected if based solely on the degeneration and functional decline of rod photoreceptors caused by the P23H rhodopsin mutation. It is possible that the removal of cone light responses in *Gnat2^-/-^* mice effects the remodeling process during rod degeneration caused by the P23H mutation in rhodopsin or some off-target effects that influence mouse behavior. To control for these possibilities, we also conducted the optomotor response tests in control and P23H mice on a C57Bl/6J background with functional cones. In these mice, we did not observe any change in contrast sensitivity in dim (scotopic), intermediate (mesopic) or bright (photopic) ambient light (Figure 7—figure supplement 1).

**Figure 7.**
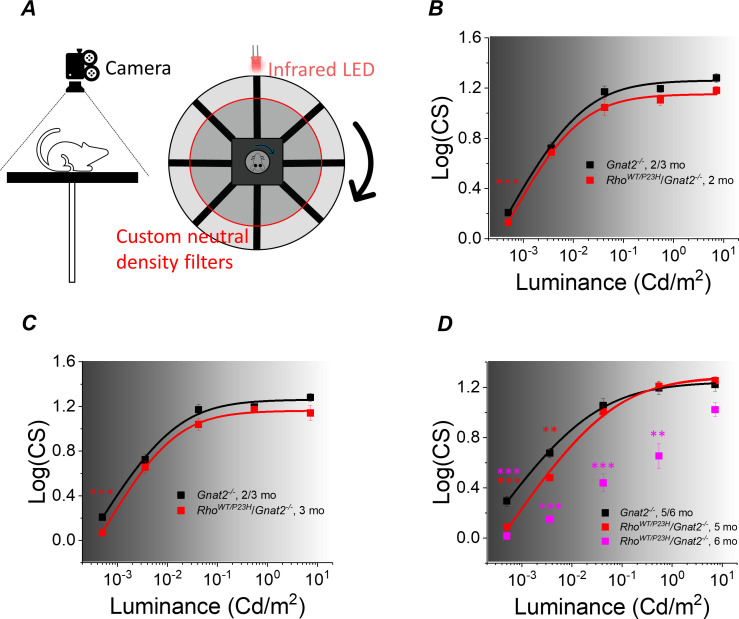
Visual contrast sensitivity (CS) mediated by rods is not severely compromised in P23H/*Gnat2^-/-^* mice up to 5 months of age. (**A**) Mouse contrast sensitivity threshold was tested using an optomotor reflex test and infrared visualization of the mouse head movement and cylindrical neutral density filters around the mouse platform. Contrast sensitivity was compared between *Rho^WT/P23H^*/*Gnat2^-/-^* and their age-matched *Gnat2^-/-^* littermate mice from dim scotopic up to mesopic/photopic conditions at 1 (**B**), 3 (**C**), and 5/6 (**D**) month of age. Smooth lines plot Hill-type Equation 3 fitted to mean data points. *p<0.05, **p<0.005, ***p<0.001, two-way ANOVA followed by Bonferroni’s post-hoc test. (Control, 2–3 mo, n = 6 (24); P23H, two mo, n = 11(12); P23H, three mo, n = 6 (13); control, 5–6 mo, n = 9 (17); P23H, five mo, n = 4 (25); P23H, six mo, n = 3 (5) mice(experiments)). Figure 7—source data 1.Contrast sensitivity data from individual experiments measured from control (*Gnat2^-/-^*) and *P23H/Gnat2^-/-^* mice underlying the graphical data presented B, C and D.

**Figure 7—figure supplement 1.**
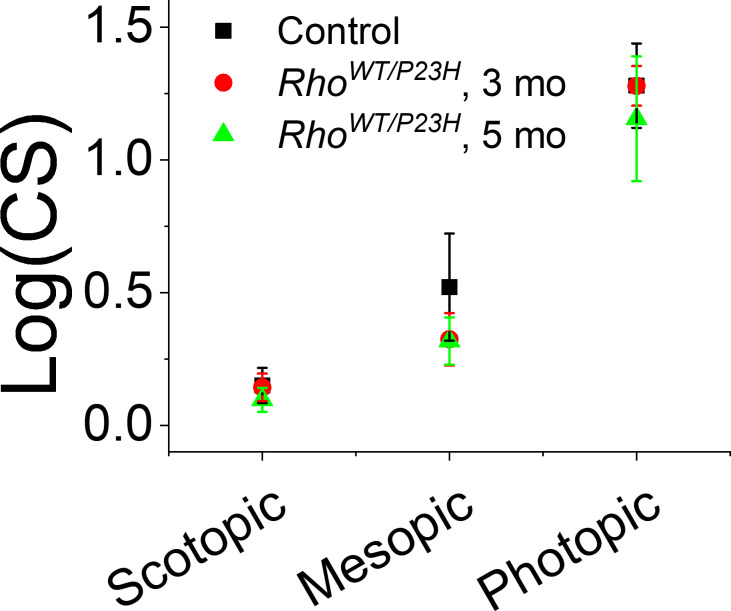
Visual contrast sensitivity (CS) is not compromised in P23H/*C57* mice up to 5 months of age. Contrast sensitivity threshold in dim (scotopic), mesopic and photopic ambient light measured as shown in Figure 7 plotted for control (3–5 mo, black), and their littermate 3-month (red) and 5-month *Rho^WT/P23H^* mice. No statistically significant differences between control and P23H were found by two-way ANOVA (Control, 3–5 mo, n = 5 (5); P23H, three mo, n = 4 (4); P23H, five mo, n = 5 (6) mice(experiments)). Figure 7—figure supplement 1—source data 1.SContrast sensitivity data from individual experiments measured from control (C57) and P23H mice.

## Discussion

### P23H mice as a model to study the impact of early stage retinal remodeling on retinal function and vision

Retinal remodeling commonly refers to neuronal-glial changes in the retina in response to photoreceptor degeneration regardless of the etiology of the disease, and it is characterized by three distinct phases (Jones and Marc, 2005; Pfeiffer et al., 2020). In phase 1, glial cells are activated, and neural reprogramming begins due to photoreceptor death, typically starting in rods that mediate our night vision. Phase 2 refers to an advanced disease stage when collateral, secondary cone cell death ensues. Phase 3 is a terminal phase and is thought to begin when all the photoreceptors have degenerated. According to this classification, our study using an adRP mouse model begins when remodeling is in phase 1 and ends in the earliest steps of phase 2 (Figure 1).

We employed knock-in mice that carry a heterozygous P23H rhodopsin mutation. The P23H mouse line is a well-characterized model for the most common form of adRP, and closely parallels the pathological characteristics of the human disease (Sakami et al., 2014; Sakami et al., 2011). Typically, the clinical disease first manifests as night blindness followed by a gradual loss of visual field (Berson et al., 1991). However, the disease severity and progression are moderate compared to many other types of RP, and the patients can retain normal visual acuity well into their thirties (Berson et al., 1991). This may be due to the cone population preserved in many patients (Hartong et al., 2006). We found that the number of cone cells remained normal in P23H mice up to 5 months of age, the last time point studied (Figure 1K). Cone function was normal in 1- and 3-month-old P23H mice but significantly decreased at 5 months of age when compared to their WT littermates (Figure 1L). An earlier study demonstrated that the maximal rod response amplitude is suppressed by only 5% at post-natal day (P) 14 in heterozygous P23H mice (Sakami et al., 2014), implying practically normal amplitudes at eye opening. We found that the maximal ERG response arising from the rod population was reduced by 45–60% in 1-month-old P23H mice compared to control mice depending on the method of recording (in vivo vs. ex vivo) and the background of the mice (C57 vs. *Gnat2^-/-^*) (Figures 1J, 4E and 5A). However, the waveform of the ERG response appeared qualitatively normal, and the first positive deflection of the in vivo ERG signal (b-wave) (Figure 1I) as well as the rod bipolar cell responses derived using ex vivo ERG (Figures 4F and 5B, Table 1) were comparable between 1-month-old P23H and control mice. Therefore, we concluded that 1 month of age represents an optimal time for a molecular genetics screen of P23H mice as by this age a functional deficit of the rod population is significant, whereas their degeneration is not yet severe (Figures 1, 2, 4 and 5). Furthermore, at 1 month of age the confounding factors arising from any developmental plasticity associated with the retina is avoided due to the full maturation of the mouse retina at this age (Young, 1985).

We first hypothesized that if homeostatic plasticity occurs in response to rod cell death in the retina, it must show a discernible fingerprint in the retinal transcriptome. As expected, due to a loss of rods, several photoreceptor selective gene clusters were downregulated in P23H retinas (Figure 3B, Figure 3—figure supplement 2). In contrast, in the early disease state pronounced upregulation arose in pathways involving neural development, such as synaptic organization, axonogenesis and cell adhesion (Figure 3C,D). We also found several enriched pathways that overlap between cell stress responses and neuronal plasticity, such as the MAPK, NF-kappa B and TNF signaling pathways (Pozniak et al., 2014). In the case of P23H retinas, it is difficult to determine whether these major transcription regulators are upregulated primarily due to cell degeneration and stress or due to the induction of plasticity machinery. Nevertheless, our RNA-seq analysis is consistent with our hypothesis that a robust neural network adaptation in the retina takes place in the early stages of photoreceptor degenerative disease caused by the P23H rhodopsin mutation. At the same 1 month of age, we found that while the photoreceptor component of the ex vivo ERG response was significantly suppressed (Figures 4E and 5A), the light sensitivity of the rod bipolar cell responses was similar to that in control mice (Figures 4F and 5B, Table 1). In the C57 background, the light-sensitivity of bipolar cells tended to be even higher in 1-month-old P23H mice as compared to WT controls (Figure 4F, Table 1). However, this may be due to the contribution from increased light responses of cones observed in vivo (Figure 1L), since without the contribution of cone phototransduction, the rod bipolar cell sensitivity slightly decreased in P23H/*Gnat2^-/-^* mice (Figure 5B, Table 1). We also found better preserved visually guided behavior on the C57 background (Figure 7—figure supplement 1) as compared to the *Gnat2^-/-^* background (Figure 7). However, the compensatory sensitization of the rod bipolar cells to their rod input cannot be explained simply by upregulation of cone-mediated signaling, since the same phenomenon was observed in P23H mice both in C57 and *Gnat2^-/-^* backgrounds (Figure 5C, Table 1). The P23H/*Gnat2^-/-^* mice were also observed to perform almost normally until 3 months of age in a behavioral visual contrast threshold task, even at the lowest luminance (Figure 7). At this age, the overall rod input already decreased by more than half in P23H mice which was expected to significantly elevate contrast thresholds (or decrease contrast sensitivity) specifically at the two lowest luminance levels where the contrast sensitivity is proportional to background light intensity (Figures 5A and 7). Therefore, it appears that the gradual loss of the rod photoreceptors, or declined input from them, triggers functional homeostatic adaptation in the retina that allows maintenance of visual function downstream of the photoreceptors.

### Is retinal remodeling and plasticity supporting or impairing retinal output and vision?

Our results using the P23H mouse model appear at odds with some prior research casting a rather negative connotation over retinal remodeling following the loss of photoreceptors. Such studies proposed that retinal remodeling exacerbates vision loss and therefore may interfere with strategies to restore vision in the blind (Jones et al., 2003; Marc and Jones, 2003b; Telias et al., 2019; Toychiev et al., 2013). What might underlie this apparent discrepancy with our findings? We speculate that the contrasting conclusions could stem from the retinal remodeling phase at which various retinal degeneration models with significantly different rates of photoreceptor degeneration have been studied. The list of retinal degeneration mouse models in which remodeling has been investigated is extensive (Marc et al., 2003a); however, currently the most utilized models according to the literature are *rd1* and *rd10* mice in which photoreceptors degenerate rapidly due to mutations of phosphodiesterase 6 (*Pde6*) in rods. The *rd1* mouse model represents an extremely severe disease where rod death starts at P8 and progresses to practically complete loss of all photoreceptors by 4 weeks of age. The *rd10* model exhibits somewhat slower progression of the disease. Their dark-adapted ERG response is observable but already significantly compromised at P18 and by 1 month of age the light responses of rods are practically abolished and most of their photoreceptors have degenerated, particularly in the central retina (Chang et al., 2007b; Gargini et al., 2007; Wang et al., 2018). Thus, it is possible that functional and behavioral studies using *rd1* and *rd10* mice, typically conducted with mice older than 1 month of age, may have missed the window for observing constructive remodeling expected to promote retinal output and vision. In contrast, the slower rate of retinal degeneration in the heterozygous P23H animal model provides a broader window of opportunity for investigating the impact of photoreceptor degeneration on early stage retinal remodeling (phase 1).

Recent studies using the specific deletion of ~50–90% of rods, cones or rod bipolar cells during development or in mature mice have revealed homeostatic mechanisms associated with the maintenance of normal retinal output and vision (Care et al., 2020; Care et al., 2019; Johnson et al., 2017; Shen et al., 2020; Tien et al., 2017). Here we used a P23H knock-in mouse model of RP that recapitulates the human disease. Our results are consistent with the idea that at least during phase 1 of remodeling, photoreceptor death induces functional compensation that supports close to normal retinal output and rod-mediated vision (Figures 4, 5 and 7). Even at the stage where we observed prominent cone dysfunction (Figure 1L) in 5- or even 6-month-old P23H/*Gnat2^-/-^* mice, the rod bipolar cells continued to increase their sensitivity to rod input (Figure 5C–F, Table 1), although at this point the light responses of rods were already small (Figure 5A) and the absolute amplitudes of the rod bipolar cell light responses had significantly decreased (Figure 5B) together with lower contrast sensitivity of their rod-mediated vision in dim light (Figure 7D). These results therefore suggest that up to a point where some residual rod light responses exist, the retina can adapt toward supporting normal retinal output and scotopic vision. In this manner, patients at this stage of retinal degenerative disease might be expected to benefit from various treatments designed to restore photoreceptors and their light responses. However, the duration during which the inner retina remains capable of processing light signals and therefore is amenable to these types of treatments remains unknown. Studies with other animal models suggest that corruption of the inner retina would become a problem at later time points, including in P23H mutation-associated RP models. Quantitative functional and behavioral studies at later stages will be needed to address this question.

### Mechanism for increased sensitivity of rod bipolar cells to their rod input

Our RNA-seq and electrophysiology data strongly suggest that homeostatic plasticity is induced at early stages of rod degeneration in the P23H mouse retina. Still, the homeostatic plasticity mechanisms for the increased sensitivity of rod bipolar cells to their rod input remain unclear. Possibilities include (1) formation of new synapses between rod bipolar cells and surviving photoreceptors, (2) increased electrical coupling of rods to the cone pathway, (3) reduced inhibitory drive to rod bipolar cells (disinhibition), (4) pre- and/or postsynaptic scaling, and (5) increased excitability through axonal remodeling of rod bipolar cells (Figure 8). We tested hypotheses 2 and 3 by using blockers for gap junctions and major inhibitory postsynaptic receptors (Figure 6). Our findings did not support either of these hypotheses, and it appears that the potentiation of the ERG b-wave is not mediated by disinhibition or altered gap junctional coupling in P23H mice. Hypothesis 1 would align well with recent studies showing that cone bipolar cell dendrites formed new synapses with surviving cones after ~50% of cones had been ablated in juvenile or mature mice (Care et al., 2019; Shen et al., 2020). In another study, ablation of 50–90% of rod bipolar cells during development led to an extension of the dendrites of the remaining rod bipolar cells so that they contacted more rods (Johnson et al., 2017). It also has been shown that restoration of rod function in juvenile mice, which lacked rod function during development, can lead to the formation of new functional synapses between rods and rod bipolar cells (Wang et al., 2019). However, our data from IHC staining does not support formation of new synaptic contacts . We detected fewer mGluR6 positive puncta, reflecting a decreased number of synapses, in 1-month-old P23H retinas (Figure 2), and on the other hand, rod bipolar cell labeling showed indistinguishable staining patterns between P23H and control retinas (Figure 1—figure supplement 1). In line with this, ablation of ~50% of rods in a WT adult mouse retina, phenotypically mimicking the situation in young adult P23H mice including compensation of the ERG b-wave amplitude, did not lead to morphological synaptic changes in the study by Care et al., 2020. 

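Among 42 G protein-coupled receptors for transmitters in the 1-month-old retinas, 15 were higher and 3 lower in P23H mice (15 and 3 when adjusted over the list alone), with a median log2 fold change of 0.18. Adora1, the inhibitory adenosine A1 receptor, rose from 10.8 ± 0.528 FPKM (SD, n = 7 mice) to 13.4 ± 0.508 FPKM (SD, n = 7; log2 fold change 0.31, standard error 0.037, adjusted p = 9.48e-06 from limma with the Benjamini-Hochberg adjustment), and S1pr3, a receptor for sphingosine 1-phosphate, rose by 0.88 (adjusted p = 1.21e-05). Of 8 metabotropic glutamate receptors, 3 were higher and 1 lower (4 and 1 when adjusted over the list alone). Grm7, a presynaptic receptor, rose by 0.32 (adjusted p = 0.000435), and Grm8, its close relative, fell by 0.18 (adjusted p = 0.00311). Of 20 TRP and HCN channel genes, 9 were higher and 1 lower (9 and 1 when adjusted over the list alone), and 3 were higher and 4 lower with the inner neuron markers. Besides Trpm1, Trpm3 rose from 17.9 ± 2.18 FPKM (SD, n = 7) to 24.5 ± 1.98 FPKM (SD, n = 7; 0.45, adjusted p = 9.82e-05) and Pkd2, or polycystin-2, by 0.35 (adjusted p = 5.83e-05), whereas Trpc1 fell by 0.12 (adjusted p = 0.0203). Against all other genes, none of these 3 lists passed (camera, adjusted p = 0.222 for the G protein-coupled receptors, 0.407 for the metabotropic glutamate receptors and 0.267 for the TRP and HCN channels). Libraries of whole retina do not show in which cells a transcript changed.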

Our RNA-seq data show upregulations in a number of mRNAs of ion channels and G protein-coupled receptors, such as the *Trpm1* cation channel crucial for ON bipolar cell depolarization as well as glutamatergic receptors that could contribute either to the strengthening of individual rod-rod bipolar cell synapses or increased excitability of the rod bipolar cells (Figure 3—figure supplements 3–5). Therefore, postsynaptic scaling and/or increased intrinsic excitability of rod bipolar cells (hypotheses 4 and/or 5) appear the most likely candidates in explaining the functional compensation upon rod death in P23H mice (Figure 8). On the other hand, Care et al. proposed that functional compensation at rod bipolar cells upon ~50% input loss from rods was attributable to disinhibition (our hypothesis 3). It should be noted, however, that the mechanism by which neurons and neural networks adapt to acute stressors versus progressive disease conditions may differ. Another interesting possibility is that Müller cells would support bipolar cell function and contribute to the preservation of b-wave response amplitudes in ex vivo ERG experiments. Although we used barium to block the slow PIII component (Bolnick et al., 1979), it is possible that Müller cells contribute to the ERG b-wave even in the presence of barium. If this contribution changes in P23H mice, that could in principle also explain the observed potentiation of the ex vivo ERG b-waves in the P23H mice. Additional work will be needed to resolve the exact homeostatic plasticity mechanisms that promote rod-rod bipolar cell signaling and visual function. Such knowledge could then help us understand how sensory systems respond to potentially compromising circumstances throughout life, and as well help in designing interventions to enhance homeostatic plasticity when needed.

**Figure 8.**
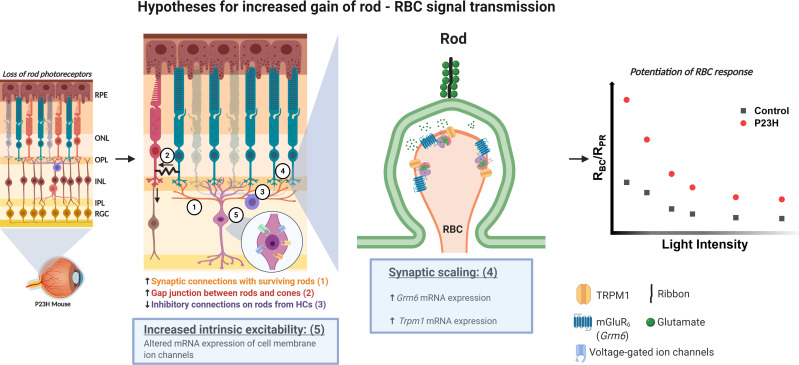
Hypotheses for the potentiation of the rod-rod bipolar cell signal transmission in the P23H mice. Numbers 1–5 indicate the five different hypotheses discussed in the text. Two of the most probable hypotheses highlighted with blue boxes. Created with BioRender.com.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent *Mus musculus*	C57BL/6J	Jackson Laboratory	Stock #: 000664 RRID:MGI:5657312	WT mouse
Genetic reagent *Mus musculus*	B6.129S6(Cg)-*Rho^tm1.1Kpal^*/J	Jackson Laboratory	Stock #: 017628 RRID:IMSR_JAX:017628	*Rho^P23H/P23H^* mouse
Genetic reagent *Mus musculus*	Gnat2^tm1(KOMP)Vlcg^	Marie E. Burns (University of California, Davis)	Original reference: doi:10.1016/j.exer.2018.02.024	*Gnat2^-/-^* mouse
Antibody	Anti-PKCα (rabbit monoclonal)	Abcam	Cat. #: ab32376 RRID:AB_777294	IHC (1:2000)
Antibody	Anti-Calbindin (mouse monoclonal)	Abcam	Cat. #: ab75524 RRID:AB_1310017	IHC (1:1000)
Antibody	Anti-vGlut1 (guinea pig polyclonal)	Millipore	Cat. #: ab5905 RRID:AB_2301751	IHC (1:1000)
Antibody	Anti-mGluR6 (sheep)	Jeannie Chen (University of Southern California)	Originally developed by Kirill Martemyanov lab, doi:10.1523/JNEUROSCI.1367–09.2009	IHC (1:2000)
Antibody	Anti-CtBP2 (mouse monoclonal)	BD Biosciences	Cat. #: 612044 RRID:AB_399431	IHC (1:1000)
Antibody	Anti-S opsin (goat polyclonal)	Krzysztof Palczewski lab	Generated by Bethyl Laboratories	IHC (1:1000)
Antibody	Anti-M opsin (rabbit polyclonal)	Novus biologicals	Cat. #: NB110-74730 RRID:AB_1049390	IHC (1:1000)
Antibody	Anti-ERK1/2 (rabbit monoclonal)	Cell Signaling Technology	Cat. #: 4695S RRID:AB_390779	WB (1:2000)
Antibody	Anti-α-tubulin (rabbit polyclonal)	Cell Signaling Technology	Cat. #: 2144S RRID:AB_2210548	WB (1:2000)
Antibody	Anti-phospho ERK1/2 (mouse monoclonal)	Cell Signaling Technology	Cat. #: 9106S RRID:AB_331768	WB (1:1000)
Antibody	Donkey anti-rabbit AlexaFluor 647 secondary	Abcam	Cat. #: ab150075 RRID:AB_2752244	IHC (1:500)
Antibody	Donkey anti-mouse AlexaFluor 488 secondary	Abcam	Cat. #: ab150105 RRID:AB_2732856	IHC (1:500)
Antibody	Donkey anti-mouse AlexaFluor 555 secondary	Abcam	Cat. #: ab150106 RRID:AB_2857373	IHC (1:500)
Antibody	Goat anti-guinea pig AlexaFluor 568 secondary	Abcam	Cat. #: ab175714	IHC (1:500)
Antibody	Donkey anti-sheep AlexaFluor 488 secondary	Abcam	Cat. #: ab150177 RRID:AB_2801320	IHC (1:500)
Antibody	Donkey anti-goat AlexaFluor 488 secondary	Abcam	Cat. #: ab150129 RRID:AB_2687506	IHC (1:500)
Antibody	IRDye 800CW goat anti-rabbit	Licor	Cat. #: 926–32211 RRID:AB_621843	WB (1:10000)
Antibody	IRDye 680RD donkey anti-mouse	Licor	Cat. #: 926–68072 RRID:AB_10953628	WB (1:10000)
Software, algorithm	Keyence BZ-X800 Analyzer	Keyence Corporation of America	RRID:SCR_017205	Microscopy image analysis
Software, algorithm	MetaMorph 7.8	Molecular Devices	RRID:SCR_002368	Microscopy image analysis
Software, algorithm	GraphPad Prism 8	GraphPad Software Inc	RRID:SCR_002798	Statistical analysis
Software, algorithm	OriginPro 2020b	OriginLab Inc	https://www.originlab.com/	Analysis and graphing software
Chemical compound, drug	CBR-5884	Sigma Aldrich	Cat. #: 1656	Phosphoglycerate dehydrogenase inhibitor
Chemical compound, drug	DL-AP4	Tocris Bioscience	Cat. #: 0101/100	Glutamatergic antagonist
Chemical compound, drug	Picrotoxin; PTX	Sigma Aldrich	Cat. #: 528105	GABA antagonist
Chemical compound, drug	Strychnine; STR	Sigma Aldrich	Cat. #: S0532	Glycine antagonist
Chemical compound, drug	Meclofenamic acid; MFA	Sigma Aldrich	Cat. #: M4531	Gap junction blocker
Chemical compound, drug	(1,2,5,6-Tetrahydropyridin-4-yl)methylphosphinic acid; TPMPA	Sigma Aldrich	Cat. #: T200	GABA_A_-ρ antagonist
Chemical compound, drug	L-741626	Tocris Bioscience	Cat. #:1003	D_2_-antagonist
Chemical compound, drug	L-745870	Tocris Bioscience	Cat. #:1002	D_4_-antagonist

### Animals

Initially, we crossed *Rho^P23H/P23H^* males (Sakami et al., 2011) with C57Bl/6J female mice (The Jackson Laboratory, stock # 000664) to generate mice carrying the heterozygous P23H mutation in rhodopsin. Experimental (*Rho^P23H/WT^*) and littermate control mice were generated using *Rho^P23H/WT^* and *Rho^WT/WT^* breeding pairs. We also generated a P23H mouse line on *Gnat2^-/-^* (Ronning et al., 2018) background by crossing P23H mice with *Gnat2^-/-^* mice, a kind gift from Dr. Marie Burns, University of California, Davis. Experimental (*RhoP^23H/WT^*/*Gnat2^-/-^*) and littermate controls (*Gnat2^-/-^*) were generated using *Rho^P23H/WT^*/*Gnat2^-/-^* and *Rho^WT/WT^*/*Gnat2^-/-^* breeding pairs. Both male and female mice were used in this study. Mice were kept under 12/12 hr light cycle with free access to food and water. All experimental protocols adhered to Guide for the Care and Use of Laboratory Animals and were approved by the institutional Animal Studies Committees at the University of Utah and University of California, Irvine.

### Histology, immunohistochemistry, microscopy and image analysis

After euthanasia, the superior side of each mouse eye was marked with a thread burner or a permanent marker and then enucleated. Eyes for histology were fixed in Hartman's fixative (Sigma Aldrich, St. Louis, MO) for at least 24 hr. The eyes were kept in 70% ethanol before embedding into paraffin blocks. Sections were cut at 10 μm thickness in a nasal-temporal orientation. Retinal panorama images were captured using a light microscope. Representative magnified images shown in Figure 1B,C were taken at the superior middle retina centered at ~700 µm from the optic nerve head (ONH).

Eyes for cryosectioning and immunohistochemistry (IHC) were put in ice-cold 4% paraformaldehyde (PFA) immediately after enucleation, anterior parts of the eyes were removed, and eyecups separated. The eyecups were fixed for 15 min in ice-cold 4% PFA and then transferred into phosphate buffered saline (PBS) wash. Series incubation at 10, 20% and 30% sucrose in PBS was performed before embedding eyecups into cryoblocks using Tissue-Tek O.C.T. Compound (Sakura Finetek USA, Torrance, CA). Sections were cut at 10 μm thickness with a cryostat. Before IHC staining, the sections were thoroughly washed in PBS 4 × 15 mins. Blocking was performed first in 10% normal donkey serum in PBS, then in 10% normal goat serum, and finally in a Mouse on Mouse kit following the manufacturer’s instructions (M.O.M. Immunodetection Kit, Basic, BMK-2202, Vector Laboratories, Burlingame, CA). Sections were incubated in primary antibody solutions (made in M.O.M. protein concentrate and 0.5% Triton X-100) at 4°C overnight on an orbital shaker. Next day, samples were washed 3 × 15 min in PBS+0.5% Triton X-100 (PBST), incubated in appropriate fluorescent secondary antibodies, washed again for 3 × 15 min, and finally mounted and secured on microscope slides with coverslips and Vectashield hardset mounting medium with DAPI (H-1500, Vector Laboratories). The primary antibodies used were rabbit anti-PKCα (ab32376, Abcam, Cambridge, UK, dilution 1:2000), mouse anti-calbindin (ab75524, Abcam, dilution 1:1000), guinea pig anti-vGlut1 (ab5905, Millipore, Burlington, MA, dilution 1:1000), sheep anti-mGluR6 (courtesy of Dr. Jeannie Chen, University of Southern California; dilution 1:2000), and mouse anti-CtBP2 (cat# 612044, BD Transduction Laboratories, San Jose, CA, dilution 1:1000); and secondary antibodies AlexaFluor’s (Abcam) donkey anti-rabbit 647 nm, donkey anti-mouse 488 nm, goat anti-mouse 555 nm, goat anti-guinea pig 568 nm, and donkey anti-sheep 488 nm. All secondary antibodies were used at 1:500 dilution.

Fluorescence microscopy was performed using Keyence BZ-X800 microscope (Keyence Corp. USA, Itasca, IL) either using a 40x objective or a 100x oil immersion objective. All images were taken at a central location. Sixteen z-axis positions with 0.3 µm separation were taken at each x-y coordinate when using the 40x objective, and 50 z-axis positions with 0.2 µm separation when using the 100x objective to generate z-stacks. Maximum intensity projections of the z-stacks are displayed in figures. The exposure was kept at same level at each experimental condition, with the exception that PKCα signal was acquired at three times longer exposure when imaging 3-month and 5-month-old P23H samples compared to 1-month-old P23H and WT samples. Raw images were deconvoluted using Keyence BZ-X800 Analyzer’s haze reduction tool retaining the same settings in all technical and biological replicates. Keyence BZ-X800 Analyzer’s hybrid cell count tool was used to evaluate mGluR6 puncta count and average puncta size in 1-month-old P23H and WT samples. For this, five technical replicates per sample were acquired. These images were cropped to 100 µm width and 30 µm height as shown in Figure 2C,D. Puncta counts and sizes were averaged between the technical replicates within a sample for statistical analysis.

### Optical coherence tomography

Mice were anesthetized with ketamine (100 mg/kg, KetaVed, Bioniche Teoranta, Inverin Co, Galway, Ireland) and xylazine (10 mg/mg, Rompun, Bayer, Shawnee Mission, KS) by intraperitoneal injection, and their pupils were dilated with 1% tropicamide. OCT was performed with a Bioptigen spectral-domain OCT device (Leica Microsystems Inc, Buffalo Grove, IL). Four frames of OCT b-scan images were acquired from a series of 1200 a-scans. ONL thickness was measured 500 μm from the ONH at nasal, temporal, superior and inferior quadrants. The ONL thickness was averaged over the four retinal quadrants, and this average was used in the analysis.

### Preparation of retinal whole mounts and cone counting

Retina whole mounts for cone population analyses were performed as described earlier (Leinonen et al., 2019). In brief, the superior side of each eye was marked with a permanent marker before enucleation. Eyes were then fixed in 4% paraformaldehyde in isotonic phosphate buffered saline (PBS) for 1 hr after enucleation, and the retina was dissected away and processed as a whole-mount sample and subsequently stained using polyclonal goat S-opsin (1:1000 dilution, Bethyl Laboratories, Montgomery, TX) and polyclonal rabbit M-opsin (1:1000 dilution, Novus Biologicals, Littleton, CO) primary antibodies and fluorescent secondary antibodies (dilution for both 1:500; donkey anti-goat Alexa Fluor 488 and donkey anti-rabbit Alexa Fluor 647; Abcam). The whole retinal area was imaged using a fluorescence light-microscope (Leica DMI6000B, Leica Microsystems Inc) equipped with an automated stage, a 20 × objective, and green (excitation 480/40 nm) and far red (excitation 620/60 nm) fluorescence filter channels. Cone counts were computed from each individual image using MetaMorph 7.8 software (Molecular Devices, Sunnyvale, CA) and summed together to yield a whole retina count. For illustrative panorama images, the individual images were stitched together using MetaMorph 7.8 software.

### In vivo electroretinography (ERG)

In vivo ERG was performed as previously described (Orban et al., 2018) using a Diagnosys Celeris rodent ERG device (Diagnosys, Lowell, MA). Briefly, a mouse was anesthetized with ketamine and xylazine and placed on a heating pad at 37°C, and its pupils were moistened with 2.5% hypromellose eye lubricant (HUB Pharmaceuticals, Rancho Cucamonga, CA). Light stimulation was produced by an in-house scripted stimulation series in Espion software (version 6; Diagnosys). Before scotopic recordings, the mice were dark-adapted overnight and animal handling before recording was performed under dim red light. The eyes were stimulated with a green LED (peak 544 nm, bandwidth 160 nm) using a 13-step ascending flash intensity series ranging from 0.00015 to 300 cd·s/m^2^.

Before photopic ERG recordings, mice were kept in a vivarium. After induction of anesthesia, the eyes were first adapted to a rod-suppressing green background light at 20 cd/m^2^ for 1 min. Stimulation was performed with a blue LED (peak emission 460 nm, bandwidth ∼100 nm) at light intensity increments of 0.1, 1.0, and 10.0 cd·s/m^2^. As the short wavelength cone opsin (S-opsin) and medium wavelength cone opsin (M-opsin) sensitivities peak at 360 and 508 nm in mice (Nikonov et al., 2006), respectively, the blue LED stimulates both S- and M-opsins. LED light emission spectra were measured with a Specbos 1211UV spectroradiometer (JETI Technische Instrumente GmbH, Jena, Germany).

The ERG signal was acquired at 2 kHz and filtered with a low frequency cutoff at 0.25 Hz and a high frequency cutoff at 300 Hz. Espion software automatically detected the ERG a-wave (first negative ERG component) and b-wave (first positive ERG component).

### RNA isolation, quantitative PCR and RNA-sequencing

Mice were euthanized by cervical dislocation, and eyes were promptly harvested. Retinas were dissected away from the eyecup and put into RNAlater solution (Qiagen, Germantown, MD). The samples were stored at −80°C before processing. The retinas were homogenized using a motorized pestle, and the homogenate was spun in a tabletop centrifuge at full speed for 3 min. Supernatant was collected and RNA extracted using a Qiagen RNeasy Mini Kit following the manufacturer’s instructions. On-column DNAase digestion (Qiagen RNase-Free DNase) was used to remove any genomic DNA contamination from the sample. Five hundred ng of purified RNA were used for cDNA synthesis using an iScript cDNA synthesis kit (Bio-Rad, Irvine, CA), and real-time quantitative PCR (qPCR) was used as one of the initial sample quality checks before RNA-sequencing (RNA-seq), and also in verifying the expression level of *Grm6*, *Trpm1*, *Slc17a7* and *Cacna1F* using the ∆∆Ct method. The combination of *Actb*, *Sdha* and *Gapdh* expression was used as a normalization control. The primer sequences are shown in Table 2.

**Table 2.** Primer sequences used in qPCR.

Gene	Forward primer sequence	Reverse primer sequence
*Actb*	GGCCAACCGTGAAAAGATGA	GACCAGAGGCATACAGGGAC
*Cacna1F*	CGGACGAATGCACAAGACAT	CGGTATGGTTCAGTGTGCAT
*Gapdh*	GACGGCCGCATCTTCTTG	CCAAATCCGTTCACACCGA
*Grm6*	CCATCACCATCTTGCCCAAA	CCAGAACTCAGCAAACCAGA
*Sdha*	GCAGTTTCGAGGCTTCTTC	CAACAGAGAAGTGAAAGCCG
*Slc17a7*	GGGTCCTTGTGCAGTATTCA	CAGTGCCGGTGACTCATAGG
*Trpm1*	CTGTCAGCAAACACACCCAG	GCCAGTCCTTCACCATGAG

Final RNA quality control (QC), library preparation, and RNA-seq were performed by Sacramento NovoGene Co., Ltd. (Sacramento, CA) using the Illumina HiSeq instrument. QC was performed with agarose gel electrophoresis and Nanodrop and Agilent 2100 devices. The gene expression data were aligned with a reference genome (*Mus musculus* mm10) using Tophat2 (http://ccb.jhu.edu/software/tophat/index.shtml). The gene expression level was measured by transcript abundance and reported as Fragments Per Kilobase of transcript sequence per Millions base pairs (FPKM) sequenced. As the first measure of dataset reliability, a Pearson correlation was conducted between all samples. Subsequently, to test data integrity between experimental groups (1-month WT female, n = 4; 1-month WT male, n = 3; 1-month P23H female, n = 4; 1-month P23H male, n = 3; 3-month WT, n = 3; 3-month P23H female, n = 2: 3-month P23H male, n = 2), the FPKM distribution was inspected in violin plots. Next, Venn diagrams were inspected to reveal relationships between the four groups, after which the sexes were pooled and only genotypes (WT females+males vs P23H females+males) were compared in further analyses. The Gene Ontology (GO) and KEGG analyses, and predicted protein-protein interaction analysis using the STRING database (https://string-db.org/cgi/input.pl), were obtained to reveal gene expression changes at the level of networks. Gene expression differences of single genes between genotypes was reported as log_2_(mean of P23H/mean of WT) and an adjusted p-value of <0.05 was used as a level of statistical significance.

Raw data is made freely available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE152474 (1-month-old samples) and GSE156533 (3-month-old samples).

### Immunoblotting

The mice were euthanized by cervical dislocation, eyes were promptly harvested, and retinas were quickly dissected away from the eyecup and immediately frozen using liquid nitrogen. A single retina extract was homogenized in ice-cold lysis buffer (70 µl) containing 100 mM Tris-HCl, 10 mM magnesium acetate, 6 M urea, 2% SDS, benzonase nuclease (25 U per ml), protease inhibitor (cOmplete Mini EDTA-free, Roche Diagnostics, Indianapolis, IN) and phosphatase inhibitor cocktails I and II (Sigma Aldrich). Homogenates were centrifuged and the supernatants mixed with Laemlli sample buffer (Bio-Rad). Protein concentration in each sample was determined using a Pierce BCA protein assay kit (ThermoFisher, Waltham, MA). Forty-eight µg of protein were loaded onto a Mini-Protean TGX gel (Bio-Rad) and electrophoresis was run on an ice-bed. Proteins were transferred to a nitrocellulose membrane. The membrane was blocked with 5% fat-free milk in Tris-buffered saline containing 0.1% Tween 20 (TBST) for 1 hr, and thereafter incubated in primary antibody in 1% milk in TBST. After an overnight incubation, the membrane was washed three times with TBST and thereafter incubated in fluorescent secondary antibody solution (LI-COR, Lincoln, NE) at 1:10,000 dilution for 2 hr. The membrane was washed three times with TBST and subsequently imaged using an Odyssey imager (LI-COR). The primary antibodies used were mouse anti-phospho-ERK1/2 (dilution 1:1000), rabbit anti-ERK1/2 (dilution 1:2000) and rabbit α-tubulin (dilution 1:2000) all purchased from Cell Signaling Technology (Danvers, MA). The phospho-ERK1/2 expression was evaluated first using a 680 nm secondary anti-mouse antibody, and the same membrane was re-incubated later in ERK1/2 and α-tubulin solution using an 800 nm secondary anti-rabbit antibody.

### Ex vivo electroretinogram

Transretinal (ex vivo) electroretinography (ERG) was conducted as described previously (Vinberg et al., 2014; Vinberg et al., 2015a). Briefly, mice were dark adapted for at least two hours and euthanized by CO_2_ and cervical dislocation under dim red light. Eyes were enucleated and immediately placed into carbonated (95% O_2_/5% CO_2_) Ames’ medium (A1420; Sigma-Aldrich, St. Louis, MO) containing 1.932 g/L NaHCO_3_ (Sigma-Aldrich, St. Louis, MO). The retina was dissected from the eye and transferred to the recording chamber which was perfused at a rate of 1 mL/min with heated (37°C) Ames’ medium containing 100 µM BaCl_2_ (Sigma-Aldrich, St. Louis, MO) to remove the Müller glia contribution to the ERG signal (Bolnick et al., 1979). To isolate the photoreceptor component of the ERG signal, 40 µM DL-AP4 (Cat. #0101; Tocris Bioscience) was added to the perfusion medium. In some experiments (Figure 6), the following drugs were added into Ames’ (µM; supplier Sigma-Aldrich, St. Louis, MO unless otherwise noted): 100 picrotoxin (PTX) to block GABA receptors, 10 strychnine (STR) to block glycine receptors, 100 meclofenamic acid (MFA) to block electrical coupling via gap junctions, 50 (1,2,5,6-Tetrahydropyridin-4-yl)methylphosphinic acid (TPMPA) to block GABA_C_ receptors, and 10 L-741626 and L-745870 (both from Tocris Bioscience) to block D_2_ and D_4_ receptors respectively. Drugs were first dissolved in ethanol (PTX), DMSO (L-741626) or water (STR, L-745870, MFA, TPMPA), and 0.02–0.2% of the stock solutions were added into Ames’ to achieve the final concentration indicated above. For control solution, the same amount of water, DMSO or ethanol instead of the drug-containing stock solution was added.

From the dark-adapted retina, ERG responses to flashes of light (505 nm, 2–10 ms flash duration) from ~17 photons µm^−2^ up to ~20,000 photons µm^−2^ were recorded (10 trials/dimmer flash intensity and five trials/brighter flashes). ON bipolar cell responses were determined by subtracting the photoreceptor response (containing DL-AP4) from the ERG response without DL-AP4. Photoreceptor response and ON bipolar cell response amplitudes were measured and their ratio was calculated and plotted as a function of light flash intensity (see Figure 4). To determine flash intensity (*I*) required to generate half-maximal photoreceptor or ON bipolar cell responses (*I_1/2_*), a Hill function

(1) $$R=R_{max}\frac{I^{n}}{I_{1/2}^{n}+I^{n}},$$

was fitted to amplitude (*R*) data using the Originlab’s (2018, build: 9.5.0193) nonlinear curve fit tool. *R_max_* is the maximal response amplitude to a bright flash (set based on data) and n is a steepness factor that was set to one for photoreceptor responses but was let to vary freely to produce optimal fits to *R_BC_* (bipolar cell response amplitude) data. We also fit similar Hill functions to data plotting *R_BC_* as a function of *R_PR_*:

(2) $$R_{BC}=R_{BC,max}\frac{R_{PR}^{n}}{R_{PR,1/2}^{n}+R_{PR}^{n}}$$

to determine the photoreceptor input required to generate half-maximal ON bipolar cell response, *R_PR,1/2_*.

### Measurement of visual contrast sensitivity

An optomotor reflex test (OMR) was used to determine contrast sensitivity threshold using a commercially available OptoMotry system (CerebralMechanics Inc, Canada) (Prusky et al., 2004) customized with an infrared LED in the chamber for visualization of mouse head movement by a camera attached to the lid of the box (Figure 7A). Additional cylindrical neutral density filters (in layers) were placed around the mouse platform to assess contrast sensitivity in scotopic and mesopic-photopic conditions. The ambient luminance (Cd/m^2^) was calibrated using an optometer (UDTi FlexOptometer, photometric sensor model 2151, Gamma Scientific, CA). Since the dynamic range of the sensor did not reach the dimmest conditions, those were derived based on separate measurements of the attenuation factor for each neutral density filter layer. Before each experiment mice were dark-adapted overnight, and the testing started at the dimmest light condition. The test was administered in a single-blinded fashion, with the experimenter unaware of the stimulus presented to the mouse. Horizontally drifting vertical sine-wave gratings moving left or right with different contrast were presented at a spatial frequency of 0.128 cycles/degree and a grating rotation speed (drift speed) of 5.4 degrees/s to measure contrast thresholds (CT, 1–100%) at different ambient luminance (*L*) levels from 5*10^−4^ to 7 Cd/m^2^. Contrast sensitivity (CS) is defined as 1/CT and was plotted as a function of ambient luminance. A Hill function defined by

(3) $$CS={CS}_{max}\frac{L^{n}}{L_{1/2}^{n}+L^{n}}$$

was fit to the mean luminance-CS data with *L_1/2_* (luminance at which *CS* = 0.5 *C*_Smax_), *CS*_max_ (maximal CS at ~1–7 Cd/m^2^) and n (steepness factor) as free parameters.

### Statistical analysis

ONL thickness analysis was tested using one-way ANOVA. Repeated measures two-way ANOVA was performed for ERG stimuli series comparisons. Two-way ANOVA was used to analyze OMR and R_BC_/R_PR_ data at various luminance/intensity levels. The ANOVAs were followed by Bonferroni’s post hoc tests. Ex vivo ERG parameters from fitted functions or measured *R_max_* between control and P23H mice were analyzed by a two-tailed t-test. A paired two-tailed t-test was used to determine if inhibitors affected the ERG a- or b-waves (Figure 6). T-tests were corrected from multiple comparisons when analyzing mRNA expressions (Figure 3—figure supplements 4–5) using False Discovery Rate approach and two-stage step-up method of Benjamini, Krieger and Yekutieli in GraphPad Prism version eight software (San Diego, Ca). Results are displayed as mean ± SEM and statistical significance was set at p<0.05.

## Data Availability

Sequencing data have been uploaded in GEO, accession numbers: GSE152474 (1-month-old samples) and GSE156533 (3-month-old samples). The following datasets were generated: LeinonenHVinbergF2020Transcriptomic profiling in juvenile P23H Retinitis Pigmentosa mouse retinasNCBI Gene Expression OmnibusGSE152474 LeinonenHVinbergF2020Transcriptomic profiling in 3-month-old P23H Retinitis Pigmentosa mouse retinasNCBI Gene Expression OmnibusGSE156533

## Additional files

Supplementary file 1. 

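Supplementary file 1 compares the 4 female with the 3 male P23H retinas, and its fold changes are of females over males. For each gene it gives normalized counts, reads and FPKM per library, the log2 fold change, the p-value and its adjusted value. It holds 12 genes, all on the X or Y chromosome. Of these, Jpx, a noncoding gene next to Xist, did not pass limma here, with 4.27 ± 0.277 FPKM (SD, n = 4) in P23H females and 2.76 ± 0.427 FPKM (SD, n = 3) in P23H males (log2 fold change 0.62, adjusted p = 0.331).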

Differentially expressed genes in P23H female versus P23H male mouse retinas at postnatal day 30.

Supplementary file 2. 

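Supplementary file 2 holds 18 genes for the 3 male and 4 female WT retinas, and its fold changes are of males over females, with Xist below 0 and the Y-linked genes above 0. The genes of the file that passed limma here lie on the X or Y chromosome. Xiap, an inhibitor of apoptosis on the X chromosome, was at 91.1 ± 1.01 FPKM (SD, n = 4) in WT females and 103 ± 3.06 FPKM (SD, n = 3) in WT males (log2 fold change of females over males −0.18, adjusted p = 0.241 from limma), and Selenbp1, a selenium-binding protein, was at 13.7 ± 0.889 FPKM (SD, n = 4) and 9.76 ± 1.26 FPKM (SD, n = 3; 0.49, adjusted p = 0.311). Mpp7 (−0.52, adjusted p = 0.377), Fndc1 (−0.44, adjusted p = 1.00), 8430419L09Rik (0.24, adjusted p = 0.277), Erdr1 (0.79, adjusted p = 0.327) and Pde6h (0.52, adjusted p = 1.00) did not pass limma either.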

Differentially expressed genes in WT female versus WT male mouse retinas at postnatal day 30.

Supplementary file 3. Downregulated genes in P23H mouse retinas as compared to WT at postnatal day 30.

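Supplementary file 3 gives, for each gene lower in P23H retinas, its normalized counts, reads and FPKM in the 14 libraries with the log2 fold change, the p-value and its adjusted value, sorted by fold change. The copy used here holds the first 1037 of the paper's 2721 genes, down to a fall by 0.303 on the log2 scale, so nothing is said here of its later genes. Of the genes in this copy, 968 passed the filter on low values here. Dividing its reads by its normalized counts gave the size factors of the libraries.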

Supplementary file 4. 

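Supplementary file 4 is built like the file of downregulated genes, and the copy used here holds the first 1051 of the paper's 2683 genes, down to a log2 fold change of 0.372. Of these, 809 passed the filter on low values here. In both copies together, 1776 of the tested genes had the paper's direction here. The reads recovered here from FPKM and gene length equalled the paper's reads in 29232 of 29232 values of both copies.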

Upregulated genes in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 5. Downregulated GO pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 6. Upregulated GO pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 7. Downregulated KEGG pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 8. Upregulated KEGG pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 9. Downregulated predicted protein-protein reactome pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 10. Upregulated predicted protein-protein reactome pathways in P23H mouse retinas as compared to WT at postnatal day 30.

Supplementary file 11. Downregulated genes in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 12. Upregulated genes in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 13. Downregulated GO pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 14. Upregulated GO pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 15. Downpregulated KEGG pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 16. Upregulated KEGG pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 17. Downregulated predicted protein-protein reactome pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Supplementary file 18. Upregulated predicted protein-protein reactome pathways in P23H mouse retinas as compared to WT at postnatal day 90.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

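RNA-seq libraries of whole retinas from 14 mice were analyzed: 7 P23H mice (4 females and 3 males) and 7 WT littermates (4 females and 3 males), which the paper gives as 1 month and the sample labels as 30 days old. Each library carries the name of its own mouse, and genotype and sex were taken from the sample labels and checked against the column names. The first number of the mouse names runs from 11 to 14. Mice of both genotypes share 11 and 12, whereas 13 belongs to WT mouse 13_1 alone and 14 to P23H mouse 14_3 alone. With the name prefix as a block, WT mouse 13_1 and P23H mouse 14_3 add nothing to the genotype difference. The sources used here do not say whether this number marks a litter.

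The authors sequenced the libraries on an Illumina HiSeq at Novogene and aligned the reads to mm10 with TopHat2, and the submitters' processing notes also name CASAVA and TopHat. Versions, the annotation and whether reads were counted by strand are not given in the sources used here. The deposited table holds FPKM of 35275 genes in 14 columns, as the authors computed them, with gene names, coordinates and lengths. No column of per-sample values was left unused. FPKM times gene length, divided by the value of 1 read, was a whole number in 100% of the values within a tolerance of 0.01, and the reads recovered in this way equalled the read counts that Supplementary files 3 and 4 list for their genes in 29232 of 29232 values. Their totals per library, given with the experiment, are the depth behind the FPKM.

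Computations used R 4.3.3 and limma 3.58.1. Unless an exact permutation test is named, the adjusted p of a gene comes from limma (linear model with empirical Bayes moderation and a mean trend, two-sided) on log2(FPKM + 0.1) with the Benjamini-Hochberg adjustment at 0.05 and no fold threshold. Genotypes were compared over all 14 libraries with the sexes pooled, as in the paper, for genes with at least 0.5 FPKM in at least 7 libraries. The sexes were compared within each genotype in a model of 4 group means, which share a single estimate of the spread, for genes with at least 0.5 FPKM in at least 3 libraries, and the interaction of genotype and sex was taken from the same model. A count model was not used for the main results, because the deposited values are FPKM. The 6 synaptic genes plotted by the paper were compared by exact two-sided permutation tests of mean FPKM over all 3432 assignments of 7 and 7 mice, adjusted over the 6 genes.

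GO and KEGG terms were not used here, so 64 gene lists (pathways, complexes and cell type markers) were written from textbook knowledge. Of their 1572 symbols, 1565 matched the table. Each list was tested with camera of limma at a preset correlation of 0.01, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes. Members adjusted over the list alone used the p of the same limma fit. The members that Supplementary file 7 lists under Phototransduction were counted by direction. The lists of members of the other terms named in the paper are shortened in the copies used here and were not counted.

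Genes named in the text are the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 FPKM and no overlap between the genotypes, the genes the paper names, the called members with the lowest p in the main direction and the largest change in the other direction of each list (up to 3 of the first kind), and the called genes of each sex comparison. The first genes of Supplementary files 1 to 4 had been seen when this rule was written. Genes of chromosome 6 around Rho were named after their values were seen. The spans of Gm16174, Gm12802, Bcl3, Fgf2os, Pcolce, Gm14091, Gm16055, Knstrn, Dleu7, Gm7616, Pde6a, Grm6, Prkca, Ctbp2, Opn1sw, Opn1mw, Sdha, Arl13b, Cacnb2, Rgs11, Thbs1, Lphn1, Lin7b, Grm7, Rgma, Sema4c, Cadm3, Cdh2, Cacna1d, Trpm3, Adora1, Kras, Stat3, Irf9, B2m, Notch1, Rad51, Fancl, Hk1, Pfkfb2, Ctss, Car8, Gfap, Csf1r and Ttr overlap another gene of the table on either strand, so their values are uncertain, whether or not the text says so where they are named.

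The same scripts were tested on simulated reads drawn from the means and depths of these libraries, with 200 genes changed and a dispersion of 0.00261. This dispersion was the median of well covered genes and was used for all genes. Rises and falls were balanced, whereas the real genotype fit called 6160 genes, most of them higher. The shares below may therefore not hold for the real libraries, in particular for genes with low FPKM. For the genotype comparison (15181 genes tested), 64.2% of 1.2-fold, 87.9% of 1.5-fold and 100% of 2-fold changes were recovered, and 7.30% of the called genes were unchanged ones. For the sexes, 23.9%, 77.6% and 92.4% were recovered in P23H (15789 genes tested, 7.86% of calls unchanged) and 29.9%, 76.1% and 84.8% in WT libraries (15785 genes tested, 4.51% of calls unchanged). For the interaction (15777 genes tested) the shares were 11.9%, 67.2% and 86.4%, with 3.51% of calls unchanged.

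Alternatives were pseudocounts of 1 and 0.01 FPKM, no filter, a filter of at least 1 FPKM in all 14 libraries, scaling of the libraries by the median of ratios, by the size factors implied by Supplementary files 3 and 4 or by 45 inner neuron markers, sex as a covariate, the name prefix as a block, females or males alone, no mean trend, and leaving out each mouse in turn. limma-voom on the recovered reads and a fit without WT mice 11_4 and 12_6 were added after the results had been seen. Libraries were also regrouped in 100 drawn splits (35 for a comparison within 1 genotype). The 3-month RNA-seq data of the paper were not analysed here.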

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

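The test of the neuronal lists against all other genes was chosen after its result had been seen, and the lists and other tests below had been set beforehand. Of 428 groups of 4 to 7 libraries (genes of the text and list means, per genotype or sex), 24 had 1 library far from the others, with a gap to the nearest of the others above Dixon's limit as a share of the group's range. Chance gives this in about 5% of groups.

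In WT mouse 11_4, Edn2 was at 2.99 FPKM against 4.8 to 5.74 in the other WT mice (gap 0.658 of the range), and Glb1l3 at 5.80 against 3.57 to 4.41 (0.624). In WT mouse 11_3, Arr3 was at 213 FPKM against 152 to 175 (0.617), Mpp7 at 6.47 against 5.07 to 5.22 in the other WT females (0.894), the mean log2(FPKM + 0.1) of the ERK-responsive list at 2.65 against 2.29 to 2.44 (0.583) and that of the OFF cone bipolar markers at 2.17 against 2.28 to 2.34 (0.607). In WT mouse 12_6, Grm6 was at 32.2 FPKM against 25.9 to 27.9 (0.691), and Actb at 175 against 194 to 206 (0.602). In WT mouse 13_1, Gm14091 was at 9.72 FPKM against 7.59 to 8.38 (0.628) and Prkca at 51.0 against 38.4 to 41.5 (0.753). In WT mouse 12_7, Calb1 was at 20.5 FPKM against 22.3 to 23.3 (0.636) and the mean of the integrin and laminin list at 2.48 against 1.57 to 1.92 (0.622), and in WT mouse 12_5, Fancl was at 2.09 FPKM against 2.59 to 2.89 (0.63) and 5530601H04Rik at 8.85 against 9.91 to 10.1 in the other WT females (0.879). In P23H mouse 14_3, Ank3 was at 45.3 FPKM against 37.0 to 40.4 in the other P23H mice (0.595), Cadm3 at 117 against 104 to 108 (0.692), S1pr3 at 13.7 against 9.14 to 11.1 (0.578), and the means of the voltage-gated potassium (3.33 against 3.14 to 3.21, 0.640) and calcium channel lists (3.22 against 2.96 to 3.04, 0.707) were highest. In P23H mouse 12_1, Atf3 was at 10.1 FPKM against 6.64 to 7.62 (0.714), Rpe65 at 11.6 against 2.58 to 6.15 (0.603) and the mean of the photoreceptor transcription factors at 5.84 against 5.94 to 6.01 (0.583). The mean of the endothelium markers was 1.66 in P23H mouse 12_8 against 1.92 to 2.05 (0.654), and that of the pigment epithelium markers 1.81 in P23H mouse 11_1 against 2.80 to 3.00 (0.834).

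Gene groups that the text of the paper does not discuss also differed between the genotypes, with median log2 fold changes of 1.56 for the injury response of glia, 1.48 for complement, 1.17 for microglia and macrophage markers, 1.14 for the interferon response, 1.077 for pigment epithelium markers, 0.97 for MHC class I presentation, 0.39 for Müller glia markers, 0.27 for receptor tyrosine kinases other than Eph receptors and 0.18 for lysosome and autophagy. With an estimated correlation the injury response (adjusted p = 0.0311) and the interferon response (0.0400) passed, and MHC class I presentation (0.0600), complement (0.0677), microglia and macrophage markers (0.0882), Müller glia markers (0.208), receptor tyrosine kinases (0.295), lysosome and autophagy (0.342) and pigment epithelium markers (0.550, and 0.226 at the preset correlation without WT mice 11_4 and 12_6) did not.

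Of the 12 lists of synapse, axon, adhesion and channel genes, 10 were higher in P23H retinas (none with an estimated correlation, adjusted p from 0.289 to 0.387), and the members of all 12 outside the marker lists rose by 0.215 (two-sided exact permutation test, p = 0.000583) on the log2 scale as a mean per library. A smaller share of rod RNA would raise the transcripts of other neurons by a common factor, and 51 amacrine, ganglion, horizontal and pan-bipolar markers did rise by 0.178 (exact p = 0.000583), which is most of that rise. The members exceeded these markers by 0.0368 (exact permutation test, p = 0.00874), which argues against the rod share as the whole cause. They exceeded 14681 other genes by 0.108 (exact permutation test, p = 0.00117), while those rose by 0.106. Only rod lists were left out of the other genes. Further photoreceptor genes, such as the ribbon synapse list with 12 of 25 lower, stayed in and lower their mean. The excess of 0.108 therefore cannot decide whether FPKM as shares of a library were the whole cause. With the median of ratios, 10 of the 10 lists were still called. This decides little, since a factor per library moves list members and other genes alike on the log2 scale. The factor did not cancel in full, as the MAPK and ganglion cell lists lost their calls with it (camera, adjusted p = 0.0517 and 0.139). A higher expression of these genes within inner neurons may account for the excess of 0.0368, a hypothesis found and tested on the same libraries, and unequal changes in the numbers of inner cells or expression in glia stay open and were not tested.

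Grm6, Trpm1 and Gpr179 of the ON bipolar cell cascade rose by 0.326 (exact permutation test, p = 0.00175) as a mean per library. The other 19 pan-bipolar and rod bipolar markers rose by 0.194 (exact permutation test, p = 0.000583), as a smaller share of rod RNA would have it. The 3 genes exceeded them by 0.132 (exact permutation test, p = 0.0513), which does not pass the threshold and does not show that the rises were equal. Scaled to the amacrine, ganglion and horizontal cell markers, the ratios of Grm6 (1.15, adjusted p = 0.0446) and Trpm1 (1.12, adjusted p = 0.0497) passed exact permutation tests. That of Gpr179 (1.10, adjusted p = 0.0985) did not. Judged against the bipolar markers, a smaller rod share may account for these rises at the precision of 7 mice per genotype, and a higher expression within ON bipolar cells in P23H mice stays open.

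Gnb3, with a log2 fold change of 1.76, lies on chromosome 6 as Rho does, and a variant carried along with the mutant Rho allele could change the expression of its neighbors. Within 20 Mb of Rho, 7 of 228 tested genes (3.07%) were called with an absolute log2 fold change of at least 1: besides Gnb3 these were Usp18 (1.18), A2m (3.05), Emp1 (1.26), Tnfrsf1a (1.355), Apobec1 (1.296) and C1ra (1.36), all chosen after their values were seen. This share was above that of 82.2% of 366 windows of 40 Mb along the autosomes (median 1.87%, highest 5.81%), which lies between the limits set for and against such a variant. Whether a linked variant or the mutation changed these genes cannot be told apart here, because every P23H mouse carries the mutant allele with its surroundings.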

How the results depend on the processing

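limma-voom and the fit without WT mice 11_4 and 12_6 were chosen after the results had been seen. With FPKM as deposited, 4817 genes were higher and 1343 lower in P23H retinas. Scaling gave fewer higher and more lower genes: 2276 higher and 2596 lower with the median of ratios, 2277 and 2595 with the size factors of Supplementary files 3 and 4, and 1359 and 3992 with the inner neuron markers, where all 1343 lower genes kept their call and 2272, 2273 and 1355 of the higher genes kept theirs, and 8 higher genes turned lower with the markers. Each scaling divides the FPKM of a library by a factor, which moved the median of all tested genes from 0.086 to −0.0065, −0.0064 and −0.071. Such a move down favors the calls of lower genes, so their being kept was no test of them. Females alone (4 against 4 mice) gave 2887 higher and 893 lower genes, and males alone (3 against 3) 1332 and 429, with fewer mice. Leaving out each mouse gave 4387 to 4653 higher and 1202 to 1351 lower genes, limma-voom 4930 and 1343, and the fit without WT mice 11_4 and 12_6 4158 and 1109.

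With an estimated correlation 3 lists were called higher and 4 lower, in place of 28 and 8, and with fry, which does not compare a list with other genes, 45 were called higher. Of the 36 called lists, 29 lost their call with the estimated correlation, with an adjusted p from 0.0527 to 0.550. The cause was not tested. Over all settings, 1019 values of these lists kept their side of the threshold and 61 did not. The pigment epithelium list was lost without WT mouse 11_4 (adjusted p = 0.0768) or 12_6 (0.0711), without both (0.226) and with the stricter filter (0.0510), and the OFF cone bipolar list with the stricter filter (0.0508), in females (0.0527) or males (0.0535) alone and without WT mouse 11_3 (0.0642). The ganglion cell list was lost under 17 settings, 8 of which left out a mouse (adjusted p from 0.000623 to 0.529 over 30 alternatives, against 6.40e-05 to 0.550 for pigment epithelium and 1.13e-05 to 0.339 for OFF cone bipolar cells). Its highest adjusted p came with the inner neuron markers, of which this list is a part.

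Of the 134 genes of the text, 3643 values kept direction and side of the threshold, 61 lost the threshold, 7 passed it and 17 changed sign. The log2 fold change of Gnat2 was −0.0516 with the median of ratios, −0.0516 with the size factors of Supplementary files 3 and 4 and −0.117 with the inner neuron markers. In that order it was −0.0136, −0.0136 and −0.0793 for Opn1sw, −0.00817, −0.00817 and −0.0738 for Prkca, and −0.0711, −0.0711 and −0.137 for Sdha (adjusted p from 0.00356 to 0.766 over 28 alternatives). With the inner neuron markers it was −0.0454 for Actb, −0.0585 for Ctbp2, −0.0130 for Mapk1 and −0.0522 for Opn1mw. In males alone it was −0.0668 for Prkca. None of these genes passed limma with the opposite sign except Sdha, and the cause was not tested. Gapdh passed as lower under these scalings. Slc17a7 did not pass with the name prefix as a block (adjusted p = 0.0512, and 0.000500 to 0.142 over 28 alternatives).

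The ratios of mean FPKM in females were 0.727 for Cabp4, 0.720 for Cacna1f, 0.897 for Slc17a7, 1.31 for Grm6, 1.26 for Trpm1 and 1.23 for Gpr179, and in males 0.761, 0.794, 0.904, 1.24, 1.24 and 1.23. The adjusted exact p of each was 0.0571 in females and 0.100 in males, where 3 against 3 mice allow no smaller p. The ratio of Gpr179 with the inner neuron markers was 1.10. The cause was not tested.

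The interaction of genotype and sex called 0 genes with limma, 1 without the filter (Gm14008), and 0 to 1 when a mouse was left out (Rps12-ps26, a pseudogene, without P23H mouse 12_4 or WT mouse 12_6). The sex counts stayed within 1.5 times their values under every setting run. No paired analysis was possible because the libraries of both genotypes share no replicate numbers, and the name prefix as a block gave 4648 higher and 1347 lower genes. In simulated libraries 11.9% of 1.2-fold interactions were recovered, so most of that size would be missed. All alternatives set at the start were run.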

Differences from the paper's values

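limma-voom, the fit without WT mice 11_4 and 12_6 and the ratio of mean FPKM were chosen after the values had been seen, and the other settings before the data were examined: pseudocounts of 1 and 0.01 FPKM, no filter, at least 1 FPKM in all 14 libraries, the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers, sex as a covariate, the name prefix as a block, females alone, males alone, no mean trend, and leaving out each mouse. The paper's count of genes lower in P23H retinas is 2721, and 1343 were lower here at the paper's threshold of an adjusted p under 0.05. The median of ratios (2596), the size factors of Supplementary files 3 and 4 (2595) and the inner neuron markers (3992) came within 1.5 times of the paper's count, and the other settings did not. The paper's count of genes higher in P23H retinas is 2683, and 4817 were higher here. The median of ratios (2276), the size factors (2277) and females alone (2887) came within 1.5 times, and the inner neuron markers and the other settings did not.

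Of 85 genes of the text in the copies of Supplementary files 3 and 4 used here, the log2 fold change of 36 differed from the paper's by more than the spread between mice. At similar offsets this spread decided the count. Rho (the paper's −0.96, −0.88 here, SD 0.099) and Rgs9bp (−0.72, −0.63, SD 0.098) were not counted, and Slc24a1 (SD 0.054) was. As log2 of the ratio of mean FPKM with the median of ratios, these 3 were at −0.97, −0.73 and −0.75. Which settings closed a difference depended on the spread as well. The log2 fold changes of Slc24a1 (the paper's −0.74, −0.66 here), Rdh12 (the paper's −0.76, −0.67 here), Prph2 (the paper's −0.73, −0.64 here), Bbs7 (the paper's −0.38, −0.29 here), Kif3b (the paper's −0.35, −0.25 here), Arl13b (the paper's −0.38, −0.28 here), Crx (the paper's −0.42, −0.32 here), Cacnb2 (the paper's −0.35, −0.26 here) and Kcnv2 (the paper's −0.65, −0.56 here) came within the spread with the median of ratios and the size factors of Supplementary files 3 and 4, and with no other setting of these. For Edn2 (the paper's 4.02, 4.35 here), Gnb3 (the paper's 1.62, 1.76 here), Lin7b (the paper's 1.199, 1.36 here), Serping1 (the paper's 1.59, 2.03 here), Bst2 (the paper's 1.91, 2.33 here) and Gfap (the paper's 1.77, 2.09 here), a pseudocount of 1 FPKM, the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers and females alone brought the value within the spread, and the other settings did not. The difference of 9130015L21Rik (the paper's 1.66, 3.76 here), C4b (the paper's 2.76, 3.45 here) and Rpe65 (the paper's 1.09, 2.54 here) closed with a pseudocount of 1 FPKM and stayed with the rest. Tnnt2 (the paper's 3.48, 3.76 here) and Tnfaip3 (the paper's −0.81, −0.72 here) fell within the spread with the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers, the name prefix as a block and females alone, and not with the other settings. With the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers and males alone, but not with the remaining settings, the values of Pde6a (the paper's −0.58, −0.49 here) and Arl6 (the paper's 0.67, 0.77 here) came within the spread. The log2 fold changes of Pde6b (the paper's −0.72, −0.63 here) and Kcnj14 (the paper's −0.67, −0.59 here) came within the spread with the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers and females alone, and with no other setting of these. For Thbs1 (the paper's 1.32, 1.73 here) and Aqp4 (the paper's 0.40, 0.50 here), a pseudocount of 1 FPKM, the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers and males alone brought the value within the spread, and the other settings did not. The difference of Scn8a (the paper's 0.39, 0.48 here) and Stat3 (the paper's 1.43, 1.54 here) closed with a pseudocount of 1 FPKM, the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers, the name prefix as a block and females alone and stayed with the rest. Gm16174 (the paper's 2.48, 4.39 here) fell within the spread with a pseudocount of 1 FPKM and females alone, and not with the other settings. With the inner neuron markers and females alone, but not with the remaining settings, the values of Gm12802 (the paper's 3.65, 4.17 here) came within the spread. The log2 fold changes of Fgf2os (the paper's 3.29, 3.54 here) came within the spread with a pseudocount of 1 FPKM, the median of ratios, the size factors of Supplementary files 3 and 4 and the inner neuron markers, and with no other setting of these. For Lrit3 (the paper's −0.32, −0.23 here), the median of ratios, the size factors of Supplementary files 3 and 4, the inner neuron markers and the name prefix as a block brought the value within the spread, and the other settings did not. The difference of Irf9 (the paper's 0.88, 0.97 here) closed with a pseudocount of 1 FPKM, the median of ratios and the size factors of Supplementary files 3 and 4 and stayed with the rest. No setting of these closed the difference of Pcolce (the paper's 2.60, 3.29 here), Rgr (the paper's 1.07, 2.09 here) and Ttr (the paper's 1.44, 3.00 here). Leaving out 1 mouse closed it as well, with 1 of the 14 mice for Gm12802 and Stat3, any 1 of 2 mice for Edn2, Pde6a, Pde6b and Lrit3, any 1 of 3 mice for Gfap, any 1 of 5 mice for Thbs1, Lin7b, Kcnj14, Tnfaip3 and Serping1, any 1 of 6 mice for Gnb3 and Scn8a, any 1 of 7 mice for Bst2 and Aqp4. Without WT mice 11_4 and 12_6, chosen after the values had been seen, the values of Edn2, Gnb3, Thbs1, Lin7b, Serping1, Bst2, Gfap and Aqp4 came within the spread, and 139 of the 1682 genes of these copies called here lost their call. limma-voom, also added after the results, closed none. It used the depth of each library without a further scaling, so it could not close a difference that comes from scaling. The paper's methods describe fold changes as log2 of the ratio of means, whereas those here are differences of mean log2(FPKM + 0.1). Its listed values do not all follow that formula. For 9130015L21Rik the paper's value is 1.66, against 5.63 as log2 of the ratio of means with the median of ratios. For RP24-540G19.3 between the sexes in P23H mice it is −0.37, though the P23H females were at 0 FPKM. As log2 of the ratio of mean FPKM, added after the values had been seen and without a test of its own, 39 of the 85 differed, and of the 36 only Serping1 (2.01) came within the spread. With the median of ratios as well, 16 of the 85 differed and 25 of the 36 came within the spread, but not Pcolce (3.17), Rgr (2.01) and Ttr (2.84).

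Between females and males, 20 of 21 log2 fold changes differed. In P23H retinas the paper's values of females over males (Supplementary file 1) are 0.34 for Ddx3x (0.42 here), 0.39 for Kdm5c (0.52), 0.26 for Pbdc1 (0.46), 0.53 for Eif2s3x (0.71), 0.59 for Kdm6a (0.79), 0.35 for 5530601H04Rik (0.65), 5.72 for Xist (10.10), −2.12 for Kdm5d (−5.92), −2.00 for Uty (−6.22), −3.17 for Ddx3y (−7.56) and −0.37 for RP24-540G19.3 (−5.82). In WT retinas the paper's values of males over females (Supplementary file 2, whose title names females first) are −0.51 for Kdm5c (−0.59 here), −0.30 for Pbdc1 (−0.50), −0.50 for Eif2s3x (−0.61), −0.63 for Kdm6a (−0.79), −1.07 for Xist (−9.84), 2.41 for Kdm5d (5.80), 2.28 for Uty (6.26), 3.23 for Ddx3y (7.52) and 3.24 for Eif2s3y (8.16). Of the settings run for the sexes, leaving out a mouse closed Ddx3x in P23H retinas in 3 of 14 fits and Kdm5c in 1, and no other setting closed any of them, nor did log2 of the ratio of mean FPKM, with FPKM as deposited or with the median of ratios.

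Supplementary file 1 lists Jpx, which was not called in P23H retinas here, and Supplementary file 2 lists Mpp7, Fndc1, Xiap, 8430419L09Rik, Selenbp1, Erdr1, Pde6h and 5530601H04Rik, which were not called in WT retinas here. No setting run called them there, and 5530601H04Rik passed in P23H retinas. In Fig. 3B the paper shows RNA splicing among the pathways of lower genes. Of 46 splicing factors here, 4 were higher and 1 lower (3 and 0 when adjusted over the list alone), with a median of 0.0074 and a camera adjusted p of 0.0901 in limma, which did not pass, and 0 were higher and 15 lower with the median of ratios and 0 and 25 with the inner neuron markers. The paper ranks pathways of neural development and growth first among the higher ones. Among the lists used here, which are not the paper's GO terms, the injury response of glia, the interferon response, microglia and macrophage markers, MHC class I presentation and complement had the lowest p of camera among the higher lists, and synapse organizers and axon guidance came next, at ranks 6 and 7.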

Other observations

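The fit without WT mice 11_4 and 12_6, and the look at the makeup of the splits and the chromosomes of their genes, were chosen after the results had been seen. Genes of the glial response to injury showed the largest shared rise of any list. Of 27 such genes, 25 were higher and 0 lower in P23H retinas (25 and 0 when adjusted over the list alone; camera of limma, adjusted p = 2.25e-17, from 6.82e-31 to 0.0311 over 30 alternatives, highest with an estimated correlation). Gfap, the intermediate filament of reactive glia, was at 13.2 ± 2.53 FPKM (SD, n = 7) in WT and 56.2 ± 7.75 FPKM (SD, n = 7) in P23H retinas, Stat3, a transcription factor of cytokine signaling on chromosome 11 from 100885098 to 100939540, at 12.7 ± 0.758 and 37.0 ± 0.946 FPKM (log2 fold change 1.54, standard error 0.037, adjusted p = 3.89e-14 from limma), and Cebpd, another transcription factor, at 8.79 ± 1.58 and 66.8 ± 5.12 FPKM (2.93, adjusted p = 5.69e-13). All 11 complement genes were higher (11 when adjusted over the list alone; adjusted p = 2.85e-08, from 1.10e-14 to 0.0677 over 30 alternatives, highest with an estimated correlation), with Serping1, the inhibitor of C1, at 2.03. All 22 interferon response genes were higher (22 when adjusted over the list alone; adjusted p = 7.43e-14, from 2.28e-23 to 0.0400 over 30 alternatives, highest with an estimated correlation), with Irf9, which overlaps Rnf31 on the same strand, at 0.97 and Bst2, a restriction factor, at 2.33, as were all 11 genes of MHC class I presentation (11 when adjusted over the list alone; adjusted p = 2.71e-08, from 1.22e-13 to 0.0600 over 30 alternatives, highest with an estimated correlation), with H2-D1 at 1.26 and B2m at 1.55. Of 25 microglia and macrophage markers, 22 were higher and 0 lower (22 and 0 when adjusted over the list alone; adjusted p = 1.29e-10, from 1.04e-20 to 0.0882 over 30 alternatives, highest with an estimated correlation), among them the protease Ctss (1.49). Their mean per library was 1.84 to 2.03 in P23H mice, 0.44 and 0.43 in WT mice 11_4 and 12_6, and 0.91 to 1.07 in the other WT mice. Of 16 Müller glia markers, 13 were higher and 1 lower (13 and 1 when adjusted over the list alone; adjusted p = 0.000408, from 8.89e-07 to 0.208 over 30 alternatives, highest with an estimated correlation), with the water channel Aqp4 at 0.50, and of 9 astrocyte markers 5 were higher and 2 lower (5 and 2 when adjusted over the list alone; adjusted p = 0.0901). Of 30 genes of lysosome and autophagy, 20 were higher and 1 lower (21 and 1 when adjusted over the list alone; adjusted p = 0.000597, from 1.19e-06 to 0.342 over 30 alternatives, highest with an estimated correlation). Of 15 genes of progenitors and proliferation, 8 were higher and 0 lower (8 and 0 when adjusted over the list alone; adjusted p = 0.0797), with Notch1 at 1.299.

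Of 25 genes of DNA repair by homologous recombination, 6 were lower and 4 higher (6 and 4 when adjusted over the list alone; adjusted p = 0.00192, from 0.000841 to 0.332 over 30 alternatives, highest with an estimated correlation). With the median of ratios 11 were lower and 0 higher, and with the inner neuron markers 13 and 0. Brca1 fell from 2.09 ± 0.259 to 1.37 ± 0.0756 FPKM (SD, n = 7 each; −0.57, adjusted p = 5.58e-05 from limma), and Rad51, which overlaps Rmdn3 on the opposite strand, fell by 0.85, while Fancl had a log2 fold change of 0.26 that did not pass with the median of ratios (adjusted p = 0.133, and 0.00794 to 0.384 over 28 alternatives). Of 23 glycolysis genes, 6 were higher and 6 lower (6 and 7 when adjusted over the list alone; adjusted p = 0.111), with Hk1 at 0.37 and Pfkfb2, which was lower, at −0.60. With the median of ratios 4 glycolysis genes were higher and 10 lower, and with the inner neuron markers 2 and 13. Of 34 nuclear genes of oxidative phosphorylation, 2 were higher and 2 lower (0 and 1 when adjusted over the list alone; adjusted p = 0.651), of 36 cytosolic ribosomal proteins 7 were higher and 0 lower with FPKM as deposited (4 and 0 when adjusted over the list alone; adjusted p = 0.868) and 0 higher and 2 lower with the median of ratios, and of 22 genes of cholesterol synthesis 3 were higher and 2 lower (3 and 1 when adjusted over the list alone; adjusted p = 0.407) and 1 and 4 with the median of ratios. The medians of these 3 lists were above 0 with FPKM as deposited (0.053, 0.051 and 0.032), though camera placed them below the other genes, and were below 0 with the median of ratios (−0.041, −0.044 and −0.061). Actb, Sdha and Gapdh, the reference genes of the paper's quantitative PCR, had log2 fold changes of 0.11 (adjusted p = 0.0279), 0.023 (adjusted p = 0.450) and −0.042 (adjusted p = 0.512) from limma with FPKM as deposited. With the median of ratios these were 0.020 (adjusted p = 0.744), −0.071 (adjusted p = 0.0247) and −0.14 (adjusted p = 0.0483), and over 28 alternatives the adjusted p ran from 0.0144 to 0.744, 0.00356 to 0.766 and 0.00776 to 0.788.

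Markers of tissue next to the retina varied between libraries. Of 14 pigment epithelium markers, 5 were higher and 0 lower (5 and 0 when adjusted over the list alone; adjusted p = 0.0328, and 0.550 with an estimated correlation), with Ttr at 3.00, Rpe65 at 2.54 and Rgr at 2.09. Their mean was 0.154 and 0.193 in WT mice 11_4 and 12_6, 1.13 to 3.05 in the other WT mice and 1.81 to 3.00 in P23H mice, and without these WT mice the list did not pass (adjusted p = 0.226, from 6.40e-05 to 0.550 over 30 alternatives). Of 11 lens markers 0 passed limma (adjusted p = 0.326 for the list, which camera placed lower although its median was 0.28), and the lens crystallin Cryaa was at 5153 FPKM in WT mouse 12_7 against 1.91 to 334 in the other 13 mice. Of 15 endothelium markers 3 were higher (adjusted p = 0.868; median 0.096, and −0.054 with the inner neuron markers), of 8 pericyte and smooth muscle markers 2 (0.651; median 0.029, and −0.058 with the median of ratios, and lower in camera), of 4 oligodendrocyte markers 3 (0.262; 0 higher and 1 lower with the inner neuron markers) and of 4 fibroblast and choroid markers 1 (0.782; median 0.41, lower in camera, and 0 higher and 1 lower with the inner neuron markers), with 0 lower. Of 5 erythrocyte markers 1 was lower (0.128), and of 6 ciliary body and iris markers (0.707) and 3 skeletal muscle markers (0.267) 0 passed limma. Adjusted over the list alone, the counts were 3, 2, 3, 0, 0, 0 and 0 in this order.

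Chance was excluded for the number of genes that differed between the genotypes: of 100 splits of the 14 libraries into 7 and 7, 1 gave as many as the 6160 genes of the real split, which was that split itself. The highest of the other splits gave 2060 and exchanged 1 mouse between the genotypes. For the number of lists chance was not excluded, since 9 of 100 splits gave at least the 36 lists of the real split and the highest other gave 44. The other 8 of these splits had 5 or 6 of the 7 P23H mice in 1 group and so kept part of the genotype difference. Splits with 3 or 4 P23H mice per group still gave up to 32 lists, in a split that called 0 genes. Camera at the preset correlation thus calls many lists where the genotypes are mixed nearly evenly, and its adjusted p are to be read with that limit. Chance was excluded for the sexes in P23H retinas, where 1 of 35 splits, the real one, gave 14 genes and the highest other gave 2, and in WT retinas, where 1 of 35 gave 12 and the highest other gave 4. For the interaction of genotype and sex the real split gave 0 genes by limma, so that 100 of 100 splits gave at least as many whatever the data, and the count says nothing about chance. Of the 99 other splits 7 called a gene, and the highest gave 82, of which 0 lay on the X or Y chromosome. Why that split gave so many was not tested.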
